# Paternally expressed imprinted genes establish postzygotic hybridization barriers in *Arabidopsis thaliana*

**DOI:** 10.7554/eLife.10074

**Published:** 2015-09-07

**Authors:** Philip Wolff, Hua Jiang, Guifeng Wang, Juan Santos-González, Claudia Köhler

**Keywords:** genomic imprinting, hybridization barriers, seed development, arabidopsis

## Abstract

Genomic imprinting is an epigenetic phenomenon causing parent-of-origin specific differential expression of maternally and paternally inherited alleles. While many imprinted genes have been identified in plants, the functional roles of most of them are unknown. In this study, we systematically examine the functional requirement of paternally expressed imprinted genes (*PEGs*) during seed development in *Arabidopsis thaliana*. While none of the 15 analyzed *peg* mutants has qualitative or quantitative abnormalities of seed development, we identify three *PEGs* that establish postzygotic hybridization barriers in the endosperm, revealing that *PEGs* have a major role as speciation genes in plants. Our work reveals that a subset of *PEGs* maintains functional roles in the inbreeding plant *Arabidopsis* that become evident upon deregulated expression.

**DOI:** http://dx.doi.org/10.7554/eLife.10074.001

## eLife digest

When plants and animals reproduce sexually, their offspring inherit two copies of every gene, one from each parent, which are arranged in two sets of structures called chromosomes. In some tissues, one gene copy may be switched off—through a process called ‘genomic imprinting’—while the other copy remains active. In plants, genomic imprinting is vital for seeds to develop normally. It is particularly important in the tissue that provides nutrients for the growing embryo (the endosperm), in which one of the copies of many genes are switched off. Genes inherited from the male parent that have been imprinted are known as paternally expressed imprinted genes (*PEGs*).

Unlike most animals, it is common for plants to have more than two sets of chromosomes. When plants with different numbers of chromosome sets cross-fertilize each other, their offspring may have three copies of every gene instead of two. These ‘triploid’ seeds often die because their endosperm fails to develop normally. This is due to the increased activity of imprinted genes, which causes changes in the activity of many other genes in the endosperm. Although it is known that genomic imprinting in the endosperm helps to establish this reproductive barrier, it is not clear what specific roles many of the imprinted genes play.

Here, Wolff et al. switched off several different *PEGs* in the plant *Arabidopsis* to investigate how they affect seed development. The experiments show that in seeds that have the normal two copies of every gene, inactivating these imprinted genes does not affect seed development. However, in triploid seeds, inactivating three of the imprinted genes rescues seeds that would normally die. These genes encode proteins that activate pathways in the endosperm that promote the formation of cell walls, which is a crucial stage in seed development.

Wolff et al.'s findings reveal how imprinted genes in the endosperm establish a barrier to reproduction by preventing seeds produced from crosses between plants with different numbers of chromosome sets from being able to survive. Reproductive barriers are a major obstacle in plant breeding, so understanding how these barriers form may open new avenues for developing new plant varieties.

**DOI:** http://dx.doi.org/10.7554/eLife.10074.002

## Introduction

Genomic imprinting is an epigenetic phenomenon occurring in mammals and flowering plants that leads to parent-of-origin specific differential expression of maternally and paternally inherited alleles (Gehring, 2013). Recent screening of the seed transcriptome in various plant species revealed dozens to several hundreds of novel candidate imprinted genes in maize, rice, castor bean, and *Arabidopsis thaliana* (Gehring et al., 2011; Hsieh et al., 2011; Luo et al., 2011; Waters et al., 2011; Wolff et al., 2011; Pignatta et al., 2014; Xu et al., 2014). While few reports demonstrate genes to be temporally imprinted in the plant embryo (Jahnke and Scholten, 2009; Raissig et al., 2013), the vast majority of imprinted genes has been observed in the endosperm, the ephemeral triploid tissue derived after fertilization of the diploid central cell with a haploid sperm cell. In most angiosperms the endosperm initially develops as a syncytium and cellularizes after a defined number of mitotic divisions (Li and Berger, 2012). The right timing of endosperm cellularization is crucial for proper seed development, its failure results in deficient nutrient supply, which causes embryo arrest and eventually seed abortion (Hehenberger et al., 2012). In *Arabidopsis*, endosperm cellularization is regulated by, among others, the type I MADS-box transcription factor AGL62. Loss of *AGL62* leads to precocious endosperm cellularization (Kang et al., 2008), whereas increased *AGL62* expression correlates with delayed or failed cellularization (Erilova et al., 2009; Tiwari et al., 2010). Similar effects on endosperm development have been observed in response to interploidy hybridizations. While maternal excess hybridizations cause precocious endosperm cellularization and reduced seed size, the reciprocal cross leads to endosperm cellularization failure and seed abortion in an accession-dependent frequency (Scott et al., 1998; Dilkes et al., 2008). This phenomenon establishes a postzygotic reproductive barrier by preventing the formation of viable triploid seeds and has been termed ‘triploid block’ (Marks, 1966). Dosage-sensitivity of the endosperm has been proposed to be a consequence of deregulated imprinted genes that are responsible for interploidy hybridization failure (Haig and Westoby, 1989; Gutierrez-Marcos et al., 2003; Kinoshita, 2007). Indeed, in response to interploidy hybridizations many imprinted genes are deregulated (Jullien and Berger, 2010; Tiwari et al., 2010; Wolff et al., 2011) and the paternally expressed imprinted gene *ADMETOS* (*ADM*) has been identified to be a causative gene responsible for abortion of triploid seeds upon paternal excess hybridizations in *Arabidopsis* (Kradolfer et al., 2013). While the identification of *ADM* provided first evidence that imprinted genes can establish reproductive barriers, the question whether this is a more general phenomenon applying to other imprinted genes as well, remained unresolved.

In this study we investigated the functional role of 15 *PEGs* during seed development in *Arabidopsis*. None of the analyzed *peg* mutants caused qualitative or quantitative abnormalities of diploid seed development, revealing that many *PEGs* do either not have an important functional role in *Arabidopsis* seeds or act redundantly with non-imprinted genes. However, 3 out of ten tested *peg* mutants rescued triploid seed abortion, uncovering a major role of *PEGs* in establishing postzygotic interploidy hybridization barriers.

## Results and discussion

### Impaired *PEG* function does not impact on diploid seed development

Genomic imprinting has been proposed to have a major impact on seed development (Haig and Westoby, 1989). We tested this hypothesis by investigating whether loss of *PEG* function would negatively impact on seed development and viability. We examined 15 *PEGs* that were shown to be imprinted at 4 days after pollination (DAP) in reciprocal crosses between Col and Bur-0 accessions (Wolff et al., 2011). While *At2g36560 (PEG5), At4g05470 (PEG8), At1g67830 (FXG1), At1g17770 (SUVH7), At1g57800 (VIM5) and AT1g48910 (YUC10)* were also identified to be imprinted in Col and L*er* accessions, *At1g11810 (PEG1), At1g49290 (PEG2), At1g60400 (PEG3), At1g66630 (PEG4), At3g49770 (PEG6), At3g50720 (PEG7), At5g15140 (PEG9), At1g34650 (HDG10)* and *At4g31900 (PKR2)* were not identified as being imprinted in Col and L*er* accessions by other studies (Gehring et al., 2011; Hsieh et al., 2011; Pignatta et al., 2014). Due to the lack of small nucleotide polymorphisms (SNPs) for *PEG1, PEG9,* and *PKR2* we only tested the imprinting status of the 6 remaining *PEGs* in reciprocal crosses of Col and L*er* accessions at 4 DAP. Parent-of-origin specific expression could be detected for all the genes tested (Figure 1—figure supplement 1), revealing that all tested *PEGs* are consistently imprinted in different accessions.

To analyze the functional role of *PEGs* during seed development, we obtained T-DNA insertion mutants for all genes (Figure 1—figure supplement 2). We tested the mRNA levels in all mutants that were not yet previously investigated and found them strongly reduced compared to wild type (Figure 1—figure supplement 3). Nevertheless, none of the analyzed mutants had increased levels of unfertilized ovules or seed abortion compared to wild-type plants (Figure 1A) and neither transmission through the male gametophyte was significantly impaired (Chi–Square test, 1:1 segregation hypothesis; p > 0.3) (Figure 1—figure supplement 4). We investigated the possibility that *PEGs* have a positive impact on seed size by pollinating wild-type plants with pollen from heterozygous *peg* mutants and analyzed the size of mature seeds. This analysis revealed that there was no significant (*F*-test; α = 0.01) difference between wild-type and *peg/+* mutant seeds (Figure 1B). We furthermore tested the possibility whether PEG function could have a more prominent effect when fitness of the maternal parent was compromised. We completely removed rosette leaves of Col mother plants 2 days prior to emasculation and repeated the crosses with *peg/+* mutants. In agreement with a previous report (Akiyama and Agren, 2012), substantial loss of source tissue caused a reduction of seed number in the majority of crosses (Figure 1—figure supplement 5). Nevertheless, there was no significant (*F*-test; α = 0.01) difference in seed size between wild-type and *peg/+* mutant seeds (Figure 1—figure supplement 6), revealing that there is no general, non-redundant role of *PEGs* in controlling seed development and seed size in *Arabidopsis*.

**Figure 1.**
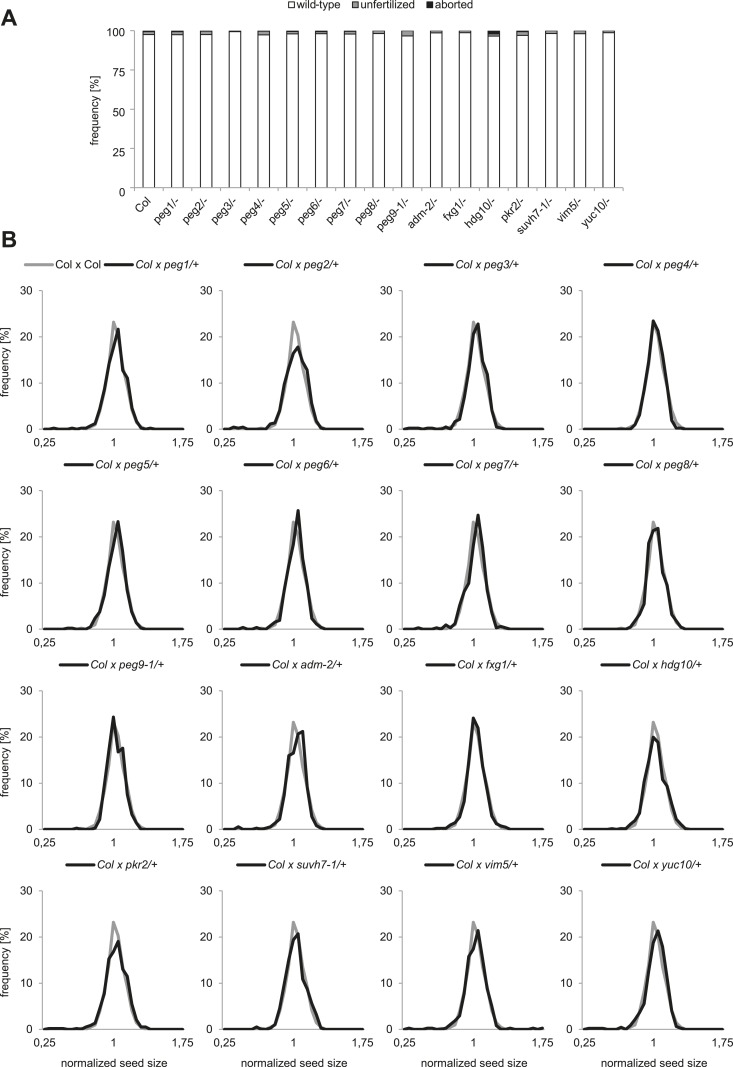
Impact of *PEG* function on diploid seed development. (**A**) Percentage of normal, unfertilized, and aborted seeds from self-fertilized wild-type and homozygous *peg* mutant plants. A minimum of 300 seeds was analyzed for each genotype. (**B**) Size measurements of mature seeds derived from crosses of maternal Col plants pollinated with heterozygous *peg* pollen (black line) were normalized, plotted on a histogram and distribution was compared with wild type control crosses (grey line). A minimum of 400 seeds was analyzed for each cross. **DOI:** http://dx.doi.org/10.7554/eLife.10074.003

**Figure 1—figure supplement 1.**
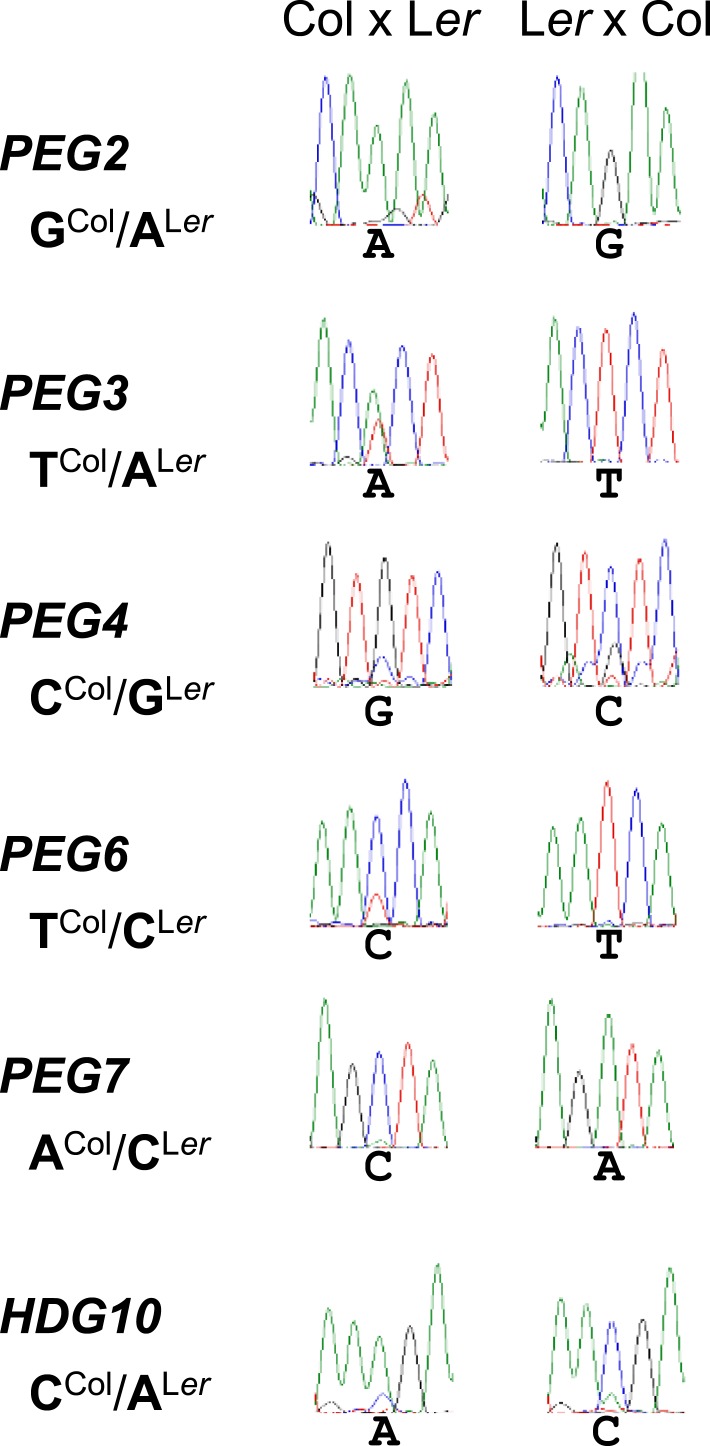
Imprinting of *PEGs* in Col/L*er.* Allele-specific expression analysis of indicated *PEGs* in siliques derived from crosses of Col x L*er* and L*er* x Col. Siliques were harvested at 4 DAP and allele-specific expression was tested by PCR and subsequent DNA sequencing. **DOI:** http://dx.doi.org/10.7554/eLife.10074.004

**Figure 1—figure supplement 2.**
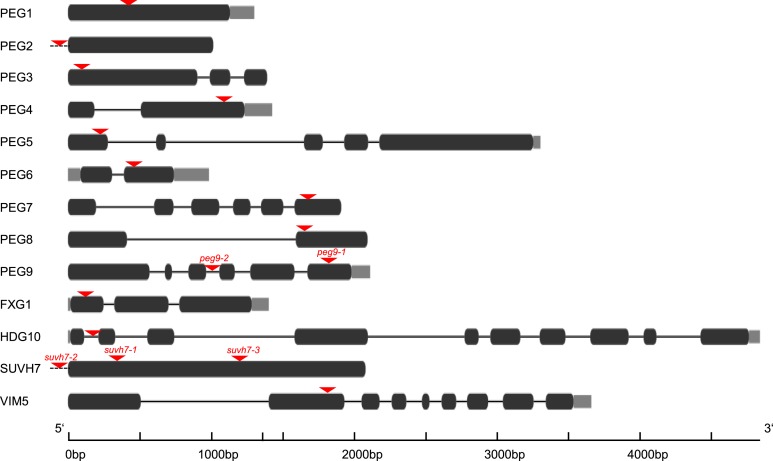
T-DNA insertions in *peg* mutants. Schematic presentation of T-DNA insertions (red triangle) in *peg* mutants that were analyzed in this study and not previously published. Dark grey bars indicate exons, light grey bars indicate UTRs, black lines indicate introns and promoter regions are indicated by a dotted line. **DOI:** http://dx.doi.org/10.7554/eLife.10074.005

**Figure 1—figure supplement 3.**
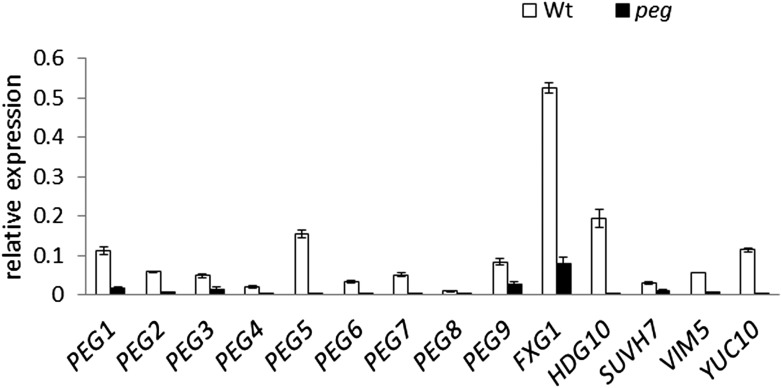
*PEG* expression in *peg* mutants. Expression of *PEG* genes in *peg* mutants and wild type in whole siliques at 4 DAP, measured by qRT-PCR. Expression of *PEG9* and *SUVH7* was analyzed in *peg9-1* and *suvh7-1*. Error bars indicate SEM. **DOI:** http://dx.doi.org/10.7554/eLife.10074.006

**Figure 1—figure supplement 4.**
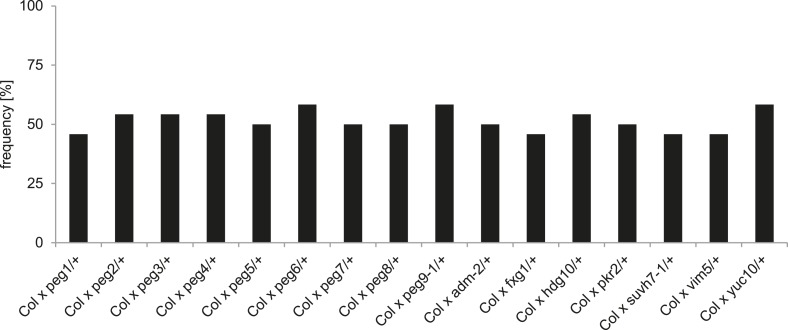
Transmission analysis of *peg* mutant alleles through the male germ line. Frequency of *peg* mutants among the progeny of crosses derived from wild-type plants pollinated with heterozygous *peg* pollen. 24 seedlings were genotyped for each cross. **DOI:** http://dx.doi.org/10.7554/eLife.10074.007

**Figure 1—figure supplement 5.**
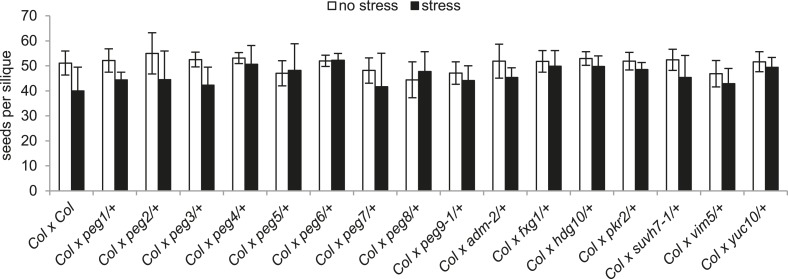
Effect of stress on seed set in Col x *peg/+* crosses. Number of seeds per silique in crosses of unstressed and stressed Col plants pollinated with Col pollen or heterozygous *peg* pollen. A minimum of 8 siliques was analyzed for each cross. Error bars indicate SEM. **DOI:** http://dx.doi.org/10.7554/eLife.10074.008

**Figure 1—figure supplement 6.**
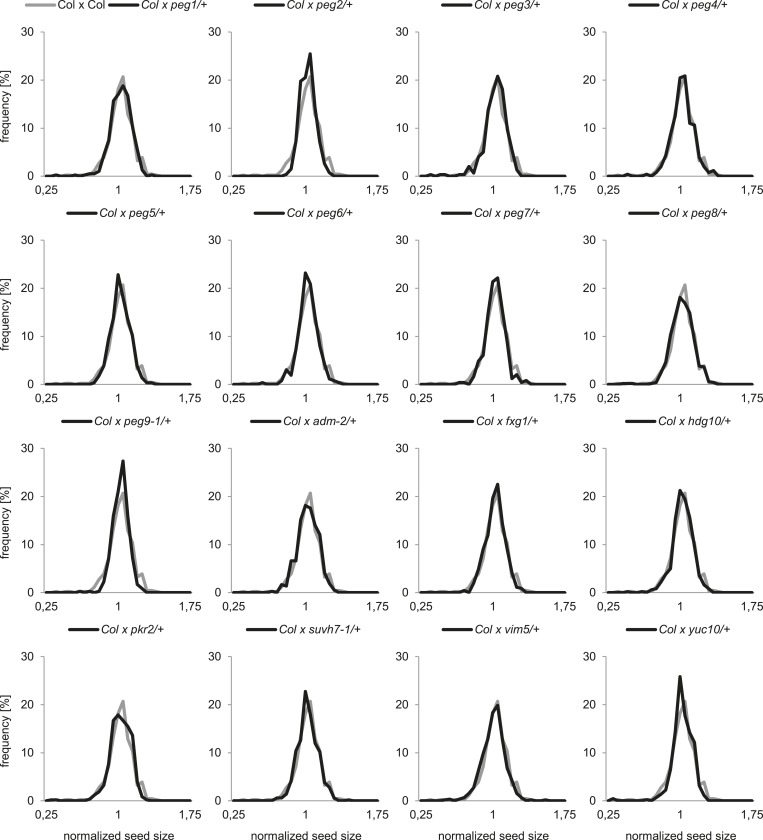
Seed size analysis under stress conditions. Size measurements of mature seeds derived from crosses of stressed Col plants pollinated with heterozygous *peg* pollen (black line) were normalized, plotted on a histogram and distribution was compared with wild-type control crosses (grey line). A minimum of 400 seeds was analyzed for each cross. **DOI:** http://dx.doi.org/10.7554/eLife.10074.009

### *PEGs* establish postzygotic hybridization barriers

We tested the hypothesis that in addition to *ADM* other *PEGs* are involved in building the triploid block. 

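Expression in diploid and triploid seeds was measured by RNA sequencing of seeds from 20 siliques per library, harvested at 6 DAP, with 2 libraries per cross. Diploid seeds (2n) came from L*er* plants pollinated with Col, and triploid seeds (3n) came from L*er* plants pollinated with *osd1*, a mutant in the Col background. The authors trimmed the reads, mapped them to TAIR10 with at most 1 alignment per read, and deposited RPKM values, read numbers scaled by gene length and library size, for 33602 genes. Under that limit a read shared by close paralogs counts at a single locus, so values of genes with near-identical copies are uncertain. Summed over genes, RPKM came to 700509 and 701070 in the libraries of diploid seeds and to 728706 and 728817 in those of triploid seeds. Read counts are not part of these values and the absolute depth is unknown. From the smallest steps between low values, the depth relative to the other libraries was 1.17 and 1.08 for diploid seeds and 0.886 and 1.08 for triploid seeds. Across the 18383 genes with a mean RPKM of at least 1, Pearson's r between the 2 replicates was 0.991 for diploid and 0.990 for triploid seeds, a relation across genes, which are not independent replicates. Ribosomal RNA from 3 genes made up 20.6% of the summed RPKM in replicate 1 of triploid seeds and 12.3% in replicate 2. Values were compared as log2(RPKM + 0.1), and all fold changes are differences of the means of the 2 libraries on that scale. Of the 28055 genes above 0 in at least 1 library, the rank product with a pfp (percentage of false prediction) under 0.05 and a log2 fold change past 1 called 151 genes up and 142 down in triploid seeds. The alternative that moved these counts most, limma with Benjamini-Hochberg adjustment over 26601 genes, called 2534 up and 2644 down. In a test chosen after seeing the result, replicate 2 of each group was replaced by a copy of replicate 1. The rank product then still called only 148 genes up in triploid seeds. Few genes can thus be called by it whatever the size of the change, and an uncalled gene may still have changed. The mutated gene *OSD1* lies on chromosome 3 from 21426285 to 21428340 in TAIR10.1, and its RPKM was 7.92 ± 1.28 (SD, n = 2) in diploid and 1.64 ± 0.378 (SD, n = 2) in triploid seeds. The gene with the largest called increase was AT5G15000, which encodes a member of the ECA1 gametogenesis family and rose from an RPKM of 0.0714 to 78.6, a log2 fold change of 8.97. The largest called decrease was that of AT1G50650, which encodes a Stig1 family protein, with a log2 fold change of -8.83.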

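Figure 2—figure supplement 1 shows 16 *PEGs*: *PEG1* to *PEG9*, *ADM*, *FXG1*, *HDG10*, *PKR2*, *SUVH7*, *VIM5* and *YUC10*. By limma, 14 of the 16 had a log2 fold change above 1 with an adjusted p under 0.05, whether p was adjusted over the 16 genes alone or over all genes tested. None of the 16 (0 genes) was called by the rank product, while 14 passed at an unadjusted rank product p under 0.05. Given the limit of the rank product stated above, its 0 calls do not speak against a rise of these genes. Among the 14 genes the log2 fold change ranged from 2.33 for *PEG9* to 5.87 for *PEG7*. *PEG2* lies on chromosome 1 from 18232407 to 18233680 in TAIR10.1 and consists of 1 exon encoding 338 amino acids. Its RPKM was 0.00754 ± 0.0107 (SD, n = 2) in diploid and 3.82 ± 0.392 (SD, n = 2) in triploid seeds, a log2 fold change of 5.19 (standard error 0.32, adjusted p = 5.7e-06). *PEG9*, on chromosome 5 from 4908651 to 4910920, has 6 exons and encodes a galactose mutarotase-like protein of 490 amino acids. It rose from 0.158 ± 0.0741 to 1.18 ± 0.118 RPKM (SD, n = 2 each), with an adjusted p of 7.6e-04. *SUVH7*, a single-exon gene on chromosome 1 from 6120741 to 6122822, rose from 0.110 ± 0.0314 to 3.12 ± 0.0443 RPKM, a log2 fold change of 3.95 (standard error 0.21, adjusted p = 2.7e-06). For *ADM*, on chromosome 4 from 7168173 to 7168967, the log2 fold change was 3.97 (standard error 0.39, adjusted p = 8.6e-05). *VIM5* had 16.9 ± 0.729 RPKM in diploid and 24.1 ± 0.664 in triploid seeds, a log2 fold change of 0.51 (standard error 0.09, adjusted p = 0.0019). *FXG1* did not change detectably, with 8.83 ± 1.62 RPKM in diploid and 8.42 ± 1.30 in triploid seeds and a log2 fold change of -0.06 (standard error 0.14, adjusted p = 0.76). The annotated 3′ end of *FXG1*, which starts at 25431549, overlaps that of the convergent gene AT1G67820, which ends at 25431600. Reads at this end could be counted at either of the 2 genes, and how they were assigned was not tested. The pseudocount moved the fold changes of the 14 genes most, and with a pseudocount of 0.01 that of *PEG4*, listed at 0 RPKM in both libraries of diploid seeds, went from 3.00 to 6.11.

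**Figure D1:**
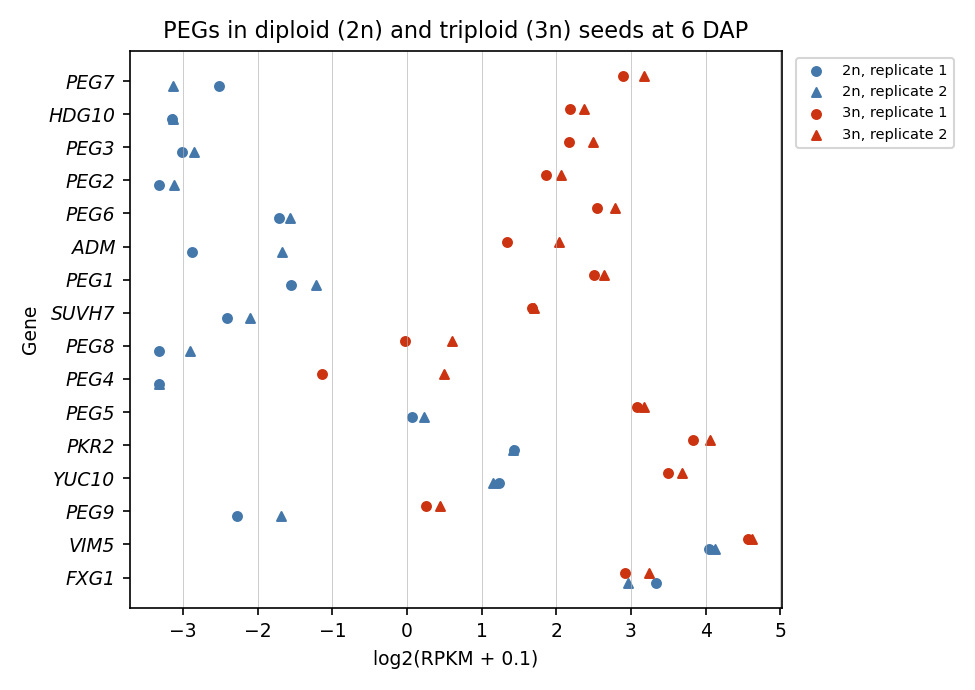
Expression of the 16 *PEGs* as log2(RPKM + 0.1) in each library of diploid (2n, blue) and triploid (3n, red) seeds at 6 DAP, with 1 point per library. The libraries of triploid seeds lie above those of diploid seeds for every gene but *FXG1*, whose log2 fold change was -0.06.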

We randomly selected 10 *PEGs* that were, with the exception of *VIM5,* strongly up-regulated in triploid seeds (Figure 2—figure supplement 1), and generated double mutants with the *omission of second division1* (*osd1*) mutant. The *osd1* mutation causes the formation of unreduced (2n) male gametes at a frequency of almost 100% (d'Erfurth et al., 2009). Therefore, using *osd1* as pollen donor leads to the formation of almost 100% triploid seeds. We used pollen from plants homozygous for both mutations for crosses with wild-type Col mothers. Strikingly, 3 out of ten *peg* mutants were able to rescue triploid seed abortion; while crosses of Col x *osd1* gave rise to 8% non-collapsed seeds, crosses of Col with *suvh7 osd1*, *peg2 osd1* and *peg9 osd1* increased levels of non-collapsed seeds to 53%, 86% and 54%, respectively (Figure 2A). The majority of non-collapsed triploid seeds germinated (Figure 2A) and developed into viable seedlings (Figure 2B). Independent mutant alleles for *suvh7* and *peg9* introduced into the *osd1* background caused a similar rescue effect on triploid seeds (Figure 2—figure supplement 2). As for *peg2* no second mutant allele could be identified, we complemented the mutant phenotype with a genomic *PEG2::PEG2* construct that restored triploid seed inviability, revealing that the *peg2* phenotype is indeed caused by failure of PEG2 function (Figure 2—figure supplement 2). To test whether maternal loss of PEG function would impact on triploid seed rescue, we pollinated either *osd1* or *peg osd1* mutant pollen onto maternal plants mutant for the corresponding *peg*. However, no maternal effect on triploid seed rescue could be detected (Figure 2C), revealing no impact of the maternal alleles of *SUVH7*, *PEG2* and *PEG9* on the triploid block. Consistently, *SUVH7* and *PEG2* remained imprinted in triploid seeds (Figure 2D). *PEG9* has no polymorphism between Col and L*er* accessions and could not be tested.

**Figure 2.**
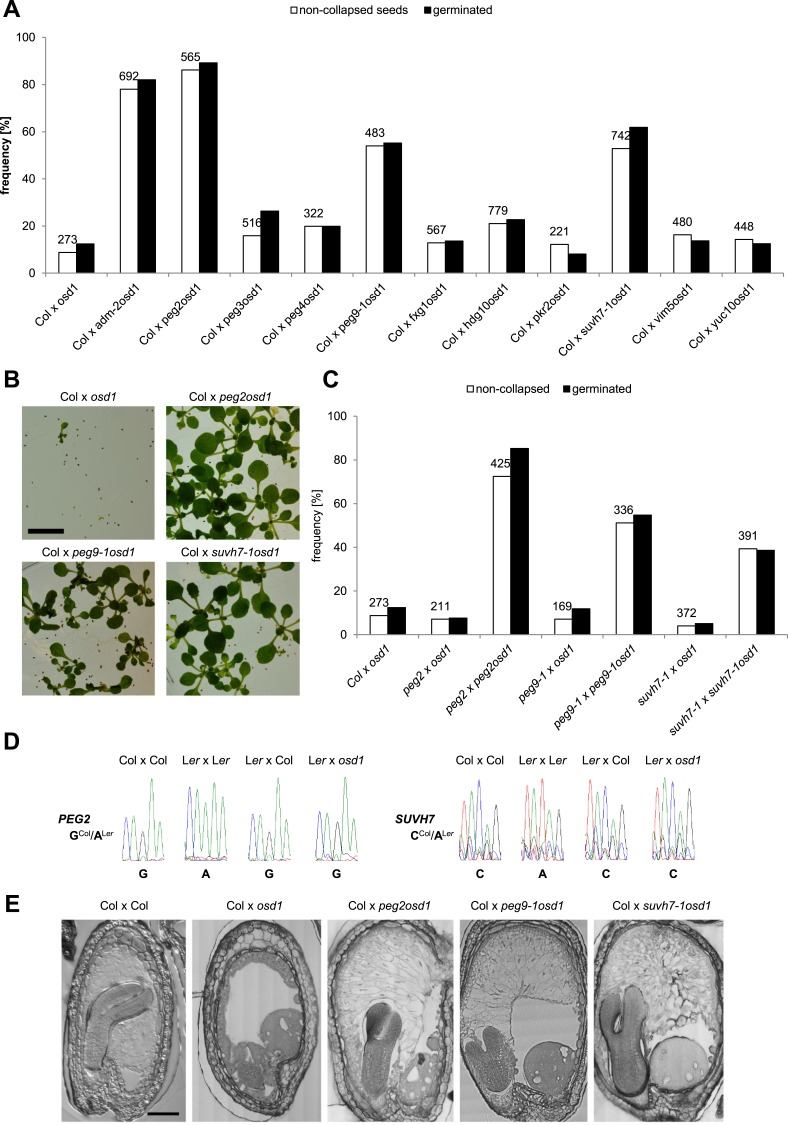
*PEGs* establish interploidy hybridization barriers. (**A**) Percentages of non-collapsed and germinated seeds of wild-type plants pollinated with *osd1* and *peg osd1* pollen. Numbers on top of bars correspond to number of analyzed seeds. (**B**) Triploid seedlings 14 days after germination. Scale bar, 1 cm. (**C**) Percentages of non-collapsed and germinated seeds of *peg* mutant plants pollinated with *osd1* and *peg osd1* pollen. Numbers on top of bars correspond to number of analyzed seeds. (**D**) *PEG2* and *SUVH7* remain imprinted in diploid and triploid seeds. Siliques of crosses of L*er* plants pollinated with Col or *osd1* pollen were harvested at 4 DAP and imprinted expression was tested by PCR and subsequent DNA sequencing. Siliques of Col and L*er* plants pollinated with Col and L*er* pollen were used as controls. (**E**) Sections of seeds derived from crosses of Col plants pollinated with Col, *osd1*, *peg2 osd1*, *peg9-1 osd1* and *suvh7-1 osd1* pollen at 8 DAP. Scale bar, 0.1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.10074.010

**Figure 2—figure supplement 1.**
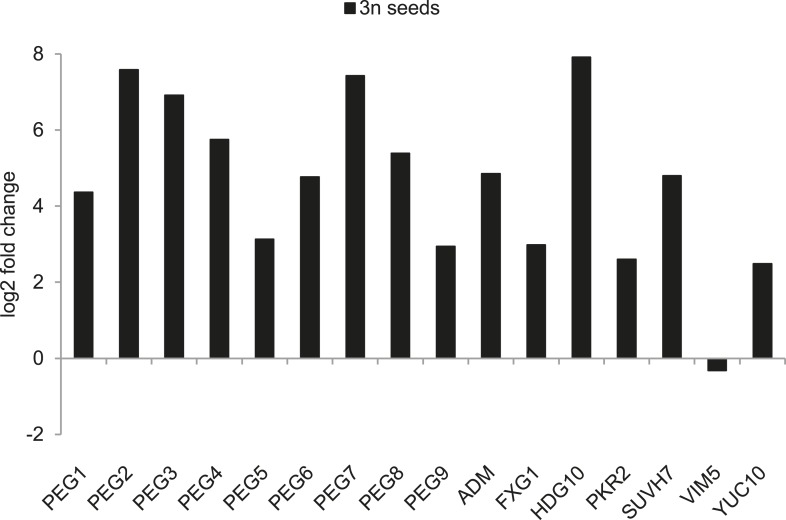
*PEG* expression in triploid seeds. Log2 fold changes of *PEG* expression in triploid seeds compared to *PEG* expression in diploid seeds at 6 DAP, measured by whole genome deep sequencing transcriptome analysis. **DOI:** http://dx.doi.org/10.7554/eLife.10074.011

**Figure 2—figure supplement 2.**
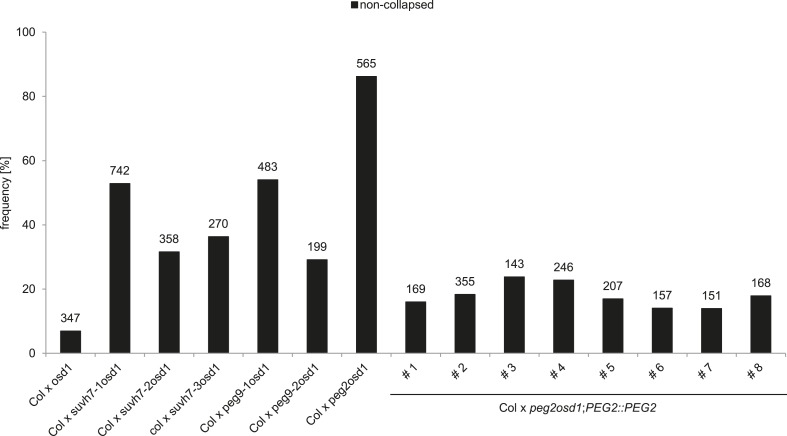
Analysis of independent mutant alleles for *suvh7* and *peg9* and genomic complementation of *peg2.* Percentages of non-collapsed seeds of wild-type plants pollinated with *osd1*, *suvh7-2 osd1*, *peg9-2 osd1* or *peg2 osd1*;*PEG2::PEG2* pollen. Numbers on top of bars correspond to number of analyzed seeds. **DOI:** http://dx.doi.org/10.7554/eLife.10074.012

### Rescue of triploid seed development by *peg* mutants occurs by different mechanisms

*SUVH7* encodes for a putative histone-lysine N-methyltransferase that however did not have histone methyltransferase activity against H3K9 in *in vitro* assays (Ebbs and Bender, 2006). *PEG2* encodes for an unknown protein with no predicted structural domains, while *PEG9* encodes for a galactose mutarotase, which catalyzes the first step of the Leloir pathway, the conversion of beta-D-galactose to alpha-D-galactose (Holden et al., 2003). Galactose is a major constituent of the *Arabidopsis* endosperm cell wall in the form of pectic homogalacturan (Lee et al., 2012) and altered *PEG9* activity could impact on cell wall composition. We tested whether rescue of triploid seed viability by *suvh7*, *peg2* and *peg9* was associated with restored endosperm cellularization. While the endosperm of triploid seeds was completely uncellularized at 8 DAP, endosperm cellularization in triploid *suvh7*, *peg2* and *peg9* seeds was almost complete at 8 DAP; only the over-proliferated chalazal cyst remained uncellularized (Figure 2E). Failure of endosperm cellularization is responsible for embryo arrest (Hehenberger et al., 2012). Consistently, embryos of *peg2*, *peg9*, and *suvh7* triploid seeds developed, albeit delayed compared to wild-type diploid embryos (Figure 2E).

Triploid seed rescue by *adm* is associated with strongly decreased mRNA levels of type I *AGAMOUS-LIKE* MADS-box genes (*AGLs*) as well as *PEGs* (Kradolfer et al., 2013). 

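Triploid mutant seeds came from L*er* plants pollinated with *adm-2 osd1*, *suvh7-1 osd1* or *peg2 osd1*, with 2 libraries per cross, and each mutant was compared with the triploid seeds from *osd1* pollen. The 6 libraries summed to between 717904 and 743974 RPKM, with 24106 to 25085 genes above 0 and relative depths from 0.906 to 1.09. Between replicates, Pearson's r across genes was 0.996 for triploid *adm-2* seeds and 0.991 for triploid *suvh7-1* and *peg2* seeds. Rescaling each library by a size factor shifted the median log2 fold change of all genes by -0.11 in triploid *adm-2* seeds and by 0.03 in each of the other 2 mutants. The L*er* mothers were wild type, so only the alleles from pollen were mutated. Transcripts of the mutated genes were lower than in triploid seeds but still detected: *ADM* in *adm-2* at 0.244 ± 0.0101 RPKM (SD, n = 2), a log2 fold change of -3.23 against triploid seeds. *SUVH7* fell from 3.12 to 0.798 ± 0.224 RPKM (SD, n = 2) in *suvh7-1*, a log2 fold change of -1.87 (standard error 0.21, adjusted p = 0.0018). *PEG2* in *peg2* had 0.160 ± 0.111 RPKM (SD, n = 2), a log2 fold change of -3.98 (standard error 0.32, adjusted p = 0.003). The means of *SUVH7* in *suvh7-1* and of *PEG2* in *peg2* stayed above those of diploid seeds. By rank product, 87 genes were up and 18 down in triploid *adm-2* seeds, against 709 and 192 by limma. In triploid *suvh7-1* seeds 111 genes were up and 89 down, against 571 and 750 by limma.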

To test whether triploid rescue is generally connected with decreased expression of *AGLs* and *PEGs*, we generated whole-genome transcriptome data of seeds from triploid *adm*, *suvh7* and *peg2* mutants and analyzed expression of *AGLs* and *PEGs* that had increased mRNA levels in triploid seeds. Triploid seed rescue by *adm* and *suvh7* was associated with a similar decrease of mRNA levels of many *AGLs* and *PEGs* (Figure 3A,B), suggesting that ADM and SUVH7 share a common mode of action. 

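All 28 *PEGs* of Figure 3B were found in the data. They are the paper's own choice of genes up in these triploid seeds. Their median log2 fold change from diploid to triploid seeds was 4.58. Limma called all 28 up and the rank product 5.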

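In triploid *adm-2* seeds the 28 *PEGs* had a median log2 fold change of -0.40, with 20 of the 28 genes lower than in triploid seeds, and in triploid *suvh7-1* seeds the median was -0.87, with 26 lower. Each median was compared with 10000 random lists of the same size, matched on mean RPKM and drawn from the 2534 genes up in triploid seeds by limma, in a two-sided permutation test. That test treats genes as independent and covers no error between seed pools. The random lists fell by 0.24 at their median in triploid *adm-2* seeds (permutation p = 0.21) and by 0.50 in triploid *suvh7-1* seeds (p = 0.032). Adjusted by Benjamini-Hochberg over 6 list medians tested in 3 mutants, these p values became 0.25 and 0.092. The replicate block moved the median in *adm-2* most, to -0.24 for pair 1 and -0.58 for pair 2. By limma, 6 *PEGs* in triploid *adm-2* seeds decreased past -1 with an adjusted p under 0.05, the mutated gene *ADM* among them. In triploid *suvh7-1* seeds 13 did. Adjusted over the list alone, the counts were 9 in *adm-2* and 13 in *suvh7-1*. The rank product called 1 of the 28 down in *adm-2*, *ADM* itself, and 0 in *suvh7-1*. *PEG2* decreased by 1.70 in *adm-2* (adjusted p = 0.019, and from 0.0027 to 0.093 over the alternatives, highest with a pseudocount of 0.01) and by 2.43 in *suvh7-1* (adjusted p = 0.003). In *suvh7-1*, *PEG4* decreased by 2.59 (adjusted p = 0.0092, and from 0.0049 to 0.059 over the alternatives, highest with a pseudocount of 1) and *PEG9* by 2.43 (adjusted p = 0.004). The *PEG* AT2G32370 (*HDG3*) rose instead, by 0.95 in *adm-2* and 0.92 in *suvh7-1*. Compared directly by limma, 11 *PEGs* were lower in *suvh7-1* than in *adm-2* at an adjusted p under 0.05 and 0 were higher, with 1 higher at an unadjusted p under 0.05. The same comparison found 3316 of 26601 genes different at an adjusted p under 0.05. Pearson's r between the changes in the 2 mutants was 0.77 across the 28 *PEGs*, a relation across genes, which are not independent replicates, with the triploid libraries shared by both changes. From the shared decrease, the paper proposes that the 2 proteins act in a common way.

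**Figure D2:**
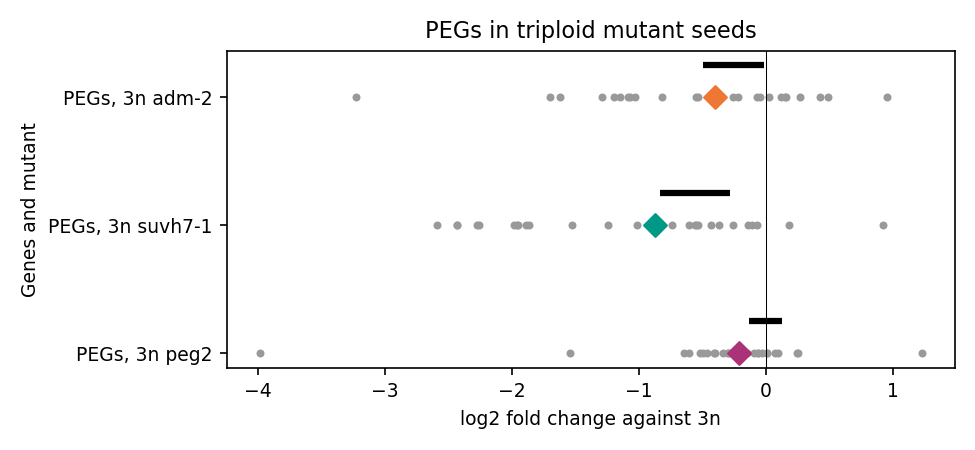
Log2 fold change against triploid seeds (3n) of the 28 *PEGs* in triploid *adm-2*, *suvh7-1* and *peg2* seeds, with 1 grey point per gene, a diamond for the median and a black bar for the range of 95% of the medians of random lists. The diamond lies to the left of its bar in triploid *suvh7-1* seeds, at -0.87, and in triploid *peg2* seeds, at -0.21.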

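By most measures, though not by genes called down by rank product, triploid *peg2* seeds differed least from triploid seeds among the 3 mutants *adm-2*, *suvh7-1* and *peg2*. Across the 18383 genes with a mean RPKM of at least 1, 157 genes in triploid *peg2* seeds changed by more than 1 on the log2 scale, against 750 in *adm-2* and 911 in *suvh7-1*. The median absolute log2 fold change was 0.09 in *peg2*, 0.19 in *adm-2* and 0.15 in *suvh7-1*, while the median absolute difference between the 2 replicates was 0.11 for *peg2* and 0.18 for triploid seeds. The rank product called 13 genes up and 72 down in triploid *peg2* seeds, and limma called 18 up and 37 down. In *adm-2* the rank product called 87 up and only 18 down, and in *suvh7-1* 111 up and 89 down. A direct comparison by limma found 5064 genes different between *peg2* and *adm-2* and 2418 between *peg2* and *suvh7-1* at an adjusted p under 0.05. The deviations of same-numbered replicates of triploid and triploid *peg2* seeds had a Pearson's r of -0.17 across genes, which are not independent replicates, so the comparison was repeated with a replicate block. With the replicate block the rank product called 12 genes up and 72 down and limma 13 up and 21 down. With the replicate block crossed, replicate 1 with replicate 2, a setting chosen after seeing the data, the rank product called 13 up and 70 down. The gene with the largest called increase was AT1G32280, a lipid-transfer and 2S albumin family gene, from 0.183 RPKM in triploid to 73.5 ± 2.74 RPKM (SD, n = 2) in triploid *peg2* seeds, a log2 fold change of 8.11 (standard error 0.25, adjusted p = 2.6e-05). The largest called decreases were those of AT2G10410, on chromosome 2 from 4005995 to 4007044, with a log2 fold change of -5.48 (standard error 0.24, adjusted p = 8.5e-05), and AT2G11240, with -4.91 (standard error 0.27, adjusted p = 3.2e-04). Both genes lie on chromosome 2 and were near 0 RPKM in *peg2* alone, with means of 0.0771 and 0.00656. A chromosome segment of another origin in the pollen donor cannot be told apart from an effect of *peg2* on them. AT5G39100, also called down by the rank product (-4.37 on the log2 scale), had 0.179 and 66.6 RPKM in the 2 libraries of triploid seeds, and limma gave it an adjusted p of 0.76.

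**Figure D3:**
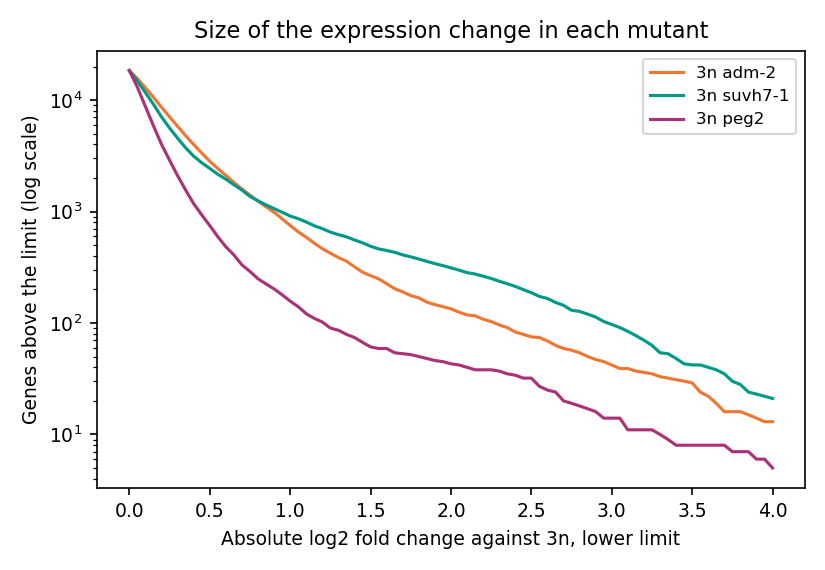
Number of genes, on a log scale, whose absolute log2 fold change against triploid seeds (3n) exceeds the limit on the horizontal axis, among 18383 genes with a mean RPKM of at least 1, with 1 line per mutant. At a limit of 1 the lines for triploid *peg2*, *adm-2* and *suvh7-1* seeds stand at 157, 750 and 911 genes.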

Strikingly, while *peg2* had the strongest effect on triploid seed rescue (Figure 2A), the effect on gene expression was weakest among the three mutants. 

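In triploid *peg2* seeds the 28 *PEGs* had a median log2 fold change of -0.21, against 0.00 for matched random lists (p = 0.0026, permutation test). Adjusted over 6 list medians the p value was 0.016, and the mean was lower than in triploid seeds for 21 of the 28. With each replicate block pair on its own, the median was -0.11 for pair 1 and -0.38 for pair 2. The crossed replicate block pairs, chosen after seeing the data, gave -0.31 and -0.21. Among the *PEGs*, limma called only *PEG2* itself down, and with p adjusted over the list alone it called 2 down and 1 up. The next largest decrease was that of *PEG9*, from 1.18 ± 0.118 to 0.354 ± 0.167 RPKM (SD, n = 2 each), -1.54 on the log2 scale (adjusted p = 0.18), which passed 0.05 with a pseudocount of 1. AT3G19160, which encodes an isopentenyltransferase, had the largest increase, 1.23 (adjusted p = 0.14). Compared directly with *suvh7-1* at an adjusted p under 0.05, 11 *PEGs* were higher and 3 lower in *peg2*, and against *adm-2* 7 were higher and 5 lower. Across the 28 *PEGs* Pearson's r between the changes in *peg2* and in *adm-2* was 0.37, again with shared triploid libraries and with genes that are not independent replicates.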

In particular, *AGLs* and *PEGs* that were strongly affected in *adm* and *suvh7* triploid seeds were only weakly affected in *peg2* triploid seeds (Figure 3A,B). This suggests that *peg2*-mediated triploid seed rescue occurs independently of normalized *AGL* and *PEG* expression and may affect a pathway downstream of either *AGLs* or *PEGs*. 

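Overlaps with the genes down in the mutants were counted among the genes up in triploid seeds. By rank product, 2 of these genes were down in triploid *adm-2* seeds (exact hypergeometric p = 0.0062, adjusted over the 3 mutants), 9 in *suvh7-1* (adjusted p = 3.9e-09) and 1 in *peg2* (adjusted p = 0.32), and 1 gene was down in all 3 mutants. That gene, named after its values were seen, is AT3G17140, an invertase and pectin methylesterase inhibitor family gene on chromosome 3 from 5846002 to 5846589, with 19.2 ± 3.68 RPKM (SD, n = 2) in triploid seeds. Its log2 fold change was -2.35 (standard error 0.32, adjusted p = 0.0061) in *adm-2*, -5.76 (standard error 0.32, adjusted p = 2.3e-04) in *suvh7-1* and -3.34 (standard error 0.32, adjusted p = 0.008) in *peg2*. With a pseudocount of 0.01 the adjusted p of the *adm-2* and *peg2* changes no longer passed 0.05. Of the alternatives planned, limma moved the overlaps most, and by limma 167, 675 and 23 genes were down in *adm-2*, *suvh7-1* and *peg2*, and 11 were down in all 3. A rank product null permuting the 4 library comparisons independently, chosen after seeing the data, gave 248, 554 and 145 genes and 49 in all 3, and with all listed genes and a pseudocount of 0.01 it gave 236, 545 and 218 genes and 62 in all 3. Of the 23 genes down in *peg2* by limma, 22 (95.7%, 95% Wilson confidence interval 79.0% to 99.2%) were also down in *suvh7-1*, where the share among all genes up in triploid seeds was 26.6% (exact hypergeometric p = 6.2e-12, adjusted over both shares). In *adm-2* 11 of the 23 (47.8%, 29.2% to 67%) were down, against 6.59% of all genes up in triploid seeds (adjusted p = 5.0e-08). The intervals treat genes as independent and cover no error between seed pools. Each mutant was compared with the same 2 triploid libraries, so a deviation of these libraries enters every one of the overlaps. All 23 genes had a lower mean in *adm-2*, with a median log2 fold change of -1.14, and in *suvh7-1*, with a median of -1.86. On the paper's own lists for these crosses, 224 genes are up in triploid and down in triploid *peg2* seeds, of which 194 (86.6%) are also listed as down in *suvh7-1* and 82 (36.6%) in *adm-2*. Computed here for those 224 genes, the median log2 fold change was -0.72 in *adm-2*, with 212 lower, and -1.85 in *suvh7-1*, with 222 lower. Of all 1517 genes on the paper's list as up in triploid seeds, 69.4% were lower in *adm-2*, with a median of -0.35, and 87.1% in *suvh7-1*, with a median of -0.87.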

In support of this view, most genes down-regulated in triploid *peg2* seeds were similarly down-regulated in triploid *adm* and *suvh7* seeds (Figure 3C, Figure 3—source data 1), suggesting that all three mutants affect a common downstream pathway. 

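Gene ontology terms were not analysed here, and the products of the annotation were counted in their place. The file lists 109 genes whose product is a pectin lyase-like protein or a polygalacturonase, the enzyme that splits the polygalacturonan backbone of pectin. The background was the set of genes up in triploid seeds, and the test was Fisher's exact test, two-sided. Of the 2534 genes up by limma, 22 had such a product. Among the 11 of them down in all 3 of the mutants *adm-2*, *suvh7-1* and *peg2* there were 0, with 0.0955 expected (exact p = 1), a set too small for 1 such gene to reach 0.05. Among the 675 down in *suvh7-1* there were 11, with 5.86 expected (exact p = 0.026), and among the 167 down in *adm-2* there was 1, with 1.45 expected (p = 1). The 23 down in *peg2*, also too few for 1 such gene to reach 0.05, held 0, with 0.20 expected (exact p = 1), and adjusted over these 4 sets the p for *suvh7-1* became 0.10. On the paper's lists 20 of 1517 genes up in triploid seeds have such a product, and 4 of the 70 genes listed as down in all 3 mutants, with 0.923 expected (exact p = 0.012, and 0.016 adjusted over the 4 corresponding sets of the paper's lists). The other 3 sets of the paper's lists held 8 of 298 down in *adm-2*, with 3.93 expected (adjusted p = 0.040), 14 of 633 in *suvh7-1*, with 8.35 expected (adjusted p = 0.016), and 10 of 224 in *peg2*, with 2.95 expected (adjusted p = 0.00077). With 2 nulls of the rank product chosen after seeing the data, 3 of 49 genes down in all 3 mutants had such a product with the first (exact p = 0.019, unadjusted) and 1 of 62 with the second (exact p = 0.49), and in *peg2* 9 of 145 (exact p = 9.6e-06) and 6 of 218 (exact p = 0.018).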

Genes commonly down-regulated in all three mutants were significantly enriched for genes involved in carbohydrate metabolism and in particular genes encoding for polygalacturonases (Figure 3—figure supplement 1). Polygalacturonan is the backbone of the major primary cell wall component pectin, which is degraded by polygalacturonases (Atmodjo et al., 2013). Pectin degradation is assumed to be a key step in the deconstruction of plant cell walls (Xiao et al., 2014), therefore suppression of pectin hydrolysis in *adm*, *suvh7*, *peg2*, and *peg9* may be the key mechanism to induce endosperm cellularization and restore triploid seed viability. In agreement with this notion, *PEG9* encodes an enzyme that acts on galactose, the carbohydrate building pectin.

**Figure 3.**
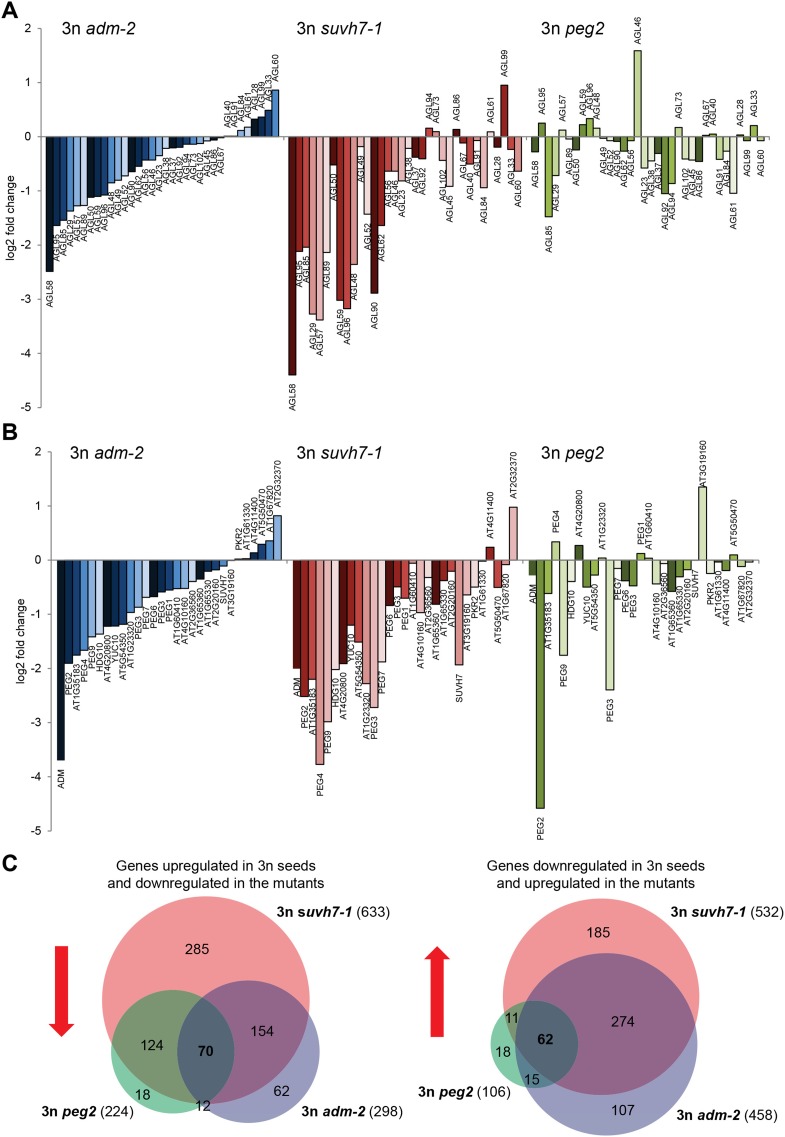
Transcriptome analysis of *AGL* genes and *PEGs* in triploid *adm-2*, *suvh7-1* and *peg2* seeds. (**A**) Log2 fold change expression of *AGLs* in triploid *adm-2*, *suvh7-1* and *peg2* mutants compared to triploid wild-type seeds. Only *AGLs* were tested that were up-regulated in triploid wild-type seeds. (**B**) Log2 fold change expression of *PEGs* in triploid *adm-2*, *suvh7-1* and *peg2* mutants compared to triploid wild-type seeds. Only *PEGs* were tested that were up-regulated in triploid wild-type seeds. (**C**) Left panel: Venn diagram showing overlap of genes being up-regulated in seeds derived from wild type x *osd1* crosses (signal log ratio [SLR] > 1, p < 0.05) and down-regulated in wild type x *adm-2 osd1* (SLR < −1, p < 0.05), wild type x *suvh7-1 osd1* (SLR < −1, p < 0.05), and wild type x *peg2 osd1* (SLR < −1, p < 0.05) Hypergeometric testing was used to test for significance of overlap; p = 5.853e-09. Right panel: Venn diagram showing overlap of genes being down-regulated in seeds derived from wild type x *osd1* crosses (SLR < −1, p < 0.05) and up-regulated in wild type x *adm-2 osd1* (SLR >1, p < 0.05), wild type x *suvh7-1 osd1* (SLR >1, p < 0.05), and wild type x *peg2 osd1* (SLR >1, p < 0.05). Hypergeometric testing was used to test for significance of overlap; p = 4.622 e−16. **DOI:** http://dx.doi.org/10.7554/eLife.10074.013 10.7554/eLife.10074.014Figure 3—source data 1.List of genes deregulated in seeds derived from interploidy crosses.**DOI:** http://dx.doi.org/10.7554/eLife.10074.014

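In the reverse direction, 55 of the 142 genes down in triploid seeds by rank product were up in triploid *adm-2* seeds (exact hypergeometric p = 2.6e-108, adjusted over the 3 mutants), 65 in *suvh7-1* (adjusted p = 1.6e-125) and 1 in *peg2* (adjusted p = 0.064). At least 1 mutant had 69 of these genes up, and 1 gene, AT1G32280, was up in all 3. It fell from 12.4 ± 0.0126 RPKM (SD, n = 2) in diploid seeds by 5.55 on the log2 scale in triploid seeds (adjusted p = 1.3e-06). In *adm-2* it was at 66.9 ± 3.59 RPKM, a log2 fold change of 7.97 (adjusted p = 3.0e-05), and in *suvh7-1* at 60.8 ± 1.57 RPKM, 7.83 (adjusted p = 3.4e-05). By limma the overlaps were 468 genes in *adm-2*, 457 in *suvh7-1* and 6 in *peg2*, with 3 in all of the mutants and 603 in at least 1. Both changes contain the same 2 triploid libraries, so a deviation of these libraries adds to all of the overlaps. The hypergeometric p values treat genes as independent and cover no error between seed pools. Second to AT1G32280 among the increases in both *adm-2* and *suvh7-1* was the seed storage albumin gene *SESA3* (AT4G27160), from 0.388 ± 0.0696 RPKM in triploid seeds to 44.8 ± 0.801 and 49.9 ± 19.8 RPKM (SD, n = 2 each), log2 fold changes of 6.53 and 6.63.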

**Figure 3—figure supplement 1.**
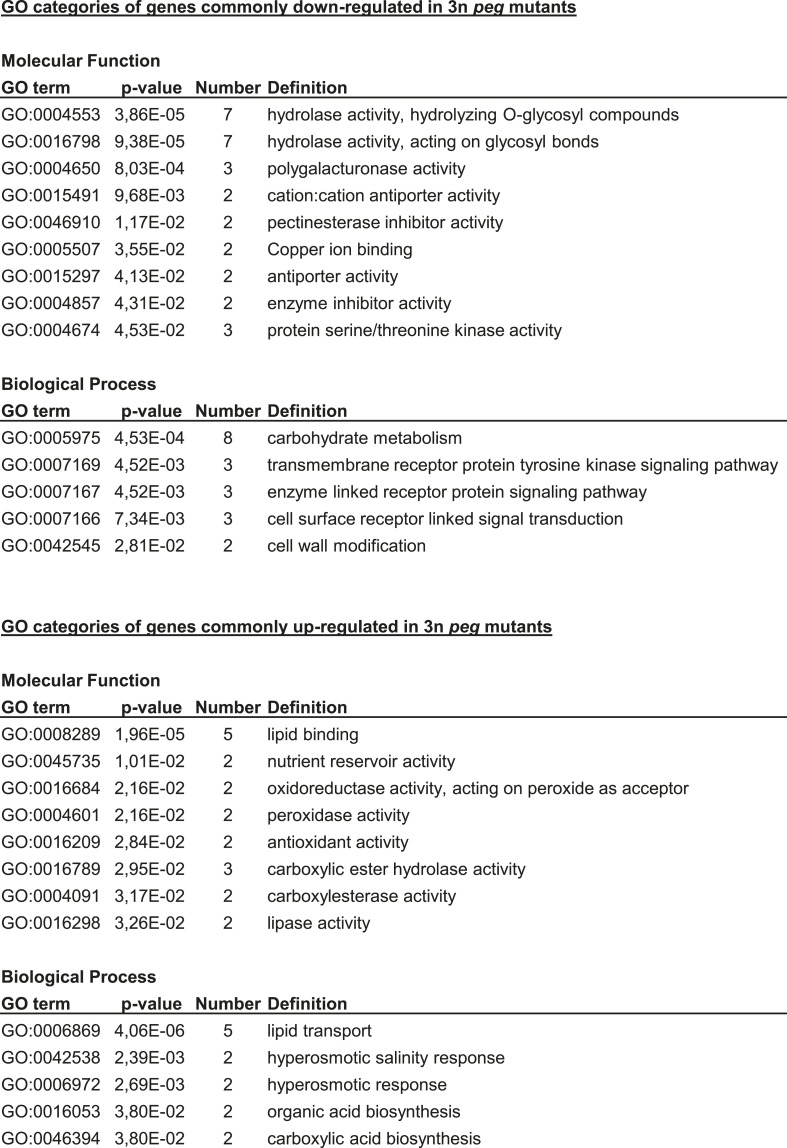
Gene ontology analysis. GO analysis of genes commonly up- and down-regulated in triploid *adm-2*, *suvh7-1* and *peg2* mutants compared to triploid wild-type seeds. Only GO categories with a p-value <0.05 are shown. **DOI:** http://dx.doi.org/10.7554/eLife.10074.015

### Endosperm cellularization failure correlates with deregulated expression of genes encoding for pectin degrading enzymes

To test the hypothesis that endosperm cellularization failure in triploid seeds is a consequence of disturbed pectin degradation pathways, we analyzed expression of 173 genes acting in pectin degrading pathways (pectate lyases (GO:0030570), pectin methylesterases (GO:0030599) and polygalacturonases (GO:0004650)). Of those, 33 genes were upregulated in triploid seeds (Figure 4A). In contrast, expression of pectin biosynthesis genes (Atmodjo et al., 2013) was not negatively affected in triploid seeds (Figure 4B), suggesting that pectin degradation rather than pectin biosynthesis is disturbed in triploid seeds. 

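The 33 genes of Figure 4D were all found in the data, and the other genes of the 173 were not analysed here. Their median log2 fold change from diploid to triploid seeds was 2.84, above each of 10000 random lists of genes matched on mean RPKM (p = 0.0002, the smallest possible in this two-sided permutation test). Every one of the 33 rose in the mean, limma called 31 of them up and the rank product 3. As the 33 are the paper's own calls on these libraries, these counts do not test them on new data. The largest rise was that of AT1G56620, an invertase and pectin methylesterase inhibitor family gene, from 0.0262 ± 0.0370 to 27.4 ± 4.61 RPKM (SD, n = 2 each), a log2 fold change of 7.79 (standard error 0.24, adjusted p = 1.7e-07). It was followed by AT4G32370, which encodes a pectin lyase-like protein, with 0.101 ± 0.0260 and 33.6 ± 0.418 RPKM (adjusted p = 4.8e-09). The smallest rises were those of AT4G02320, 0.67 (adjusted p = 0.044, and from 0.026 to 0.075 over the alternatives), and AT5G07420, 1.00 (adjusted p = 0.051). Only 15 of the 33 genes had a mean RPKM of at least 1 over all libraries. The 2 libraries of triploid seeds differed at these genes: replicate 1 was higher for 24 of the 33, with a median log2 difference of 0.60, and 11 genes differed by more than 1. In diploid seeds replicate 2 was higher for 26 of the 33, with a median difference of 1.00. Comparing single libraries, the median log2 fold change of the 33 genes ranged from 1.81 to 4.38.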

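Pectin biosynthesis genes were taken from the annotation as 49 genes whose symbol or product names a galacturonosyltransferase or another enzyme of pectin synthesis, 42 of them with a mean RPKM of at least 1, and the list of the cited review was not used here. They had a median log2 fold change of -0.01 in triploid seeds, within the medians of matched random lists (p = 0.84, permutation test). The rank product called 0 of them up and 0 down, and at an unadjusted p under 0.05 it gave 3 up and 5 down. Limma called 3 up and 5 down, with the same counts when p was adjusted over the list alone. On the paper's lists 2 of the 49 genes are down and 0 are up in triploid seeds. From the contrast between the 2 groups of genes, the paper proposes that the disturbed process is the degradation of pectin and not its synthesis.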

Most of the 33 pectin degradation genes remained repressed until the heart stage of embryo development in wild-type seeds (Figure 4C) and became expressed at the cotyledon stage of embryo development, concomitantly with endosperm degradation (Figure 4C). 

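The 33 pectin degradation genes decreased from triploid seeds to each of the 3 triploid mutants measured, *adm-2*, *suvh7-1* and *peg2*. Their median log2 fold change was -0.93 in *adm-2*, with 30 of the 33 genes lower, -2.52 in *suvh7-1*, with 32 lower, and -1.61 in *peg2*, with 27 lower. Each median lay below all random lists drawn from genes up in triploid seeds (p = 0.0002 in each mutant, the smallest possible in a two-sided permutation test). That test treats genes as independent and covers no error between seed pools, and all 3 comparisons share the same 2 triploid libraries. Comparing single libraries, the medians ranged from -1.13 to -0.39 in *adm-2*, from -2.91 to -1.59 in *suvh7-1* and from -2.28 to -0.63 in *peg2*. A list of 31 pollen markers outside these genes also fell, with medians of -0.39 in *adm-2*, -1.47 in *suvh7-1* and -1.45 in *peg2*. RNA carried over from pollen is thus a possible explanation for part of the fall in *suvh7-1* and *peg2*. Called genes were fewer: by rank product 14 of the 33 were down in at least 1 mutant, with 0 in *adm-2* (13 at an unadjusted p under 0.05), 9 in *suvh7-1* and 12 in *peg2*. By limma 3 were down in *adm-2*, 19 in *suvh7-1* and 0 in *peg2* (18 at an unadjusted p under 0.05). Adjusted over the list alone, which holds the paper's own calls, the limma counts were 4, 27 and 16. AT3G07820 had the largest decrease in *suvh7-1*, from 7.87 ± 2.5 to 0.520 ± 0.297 RPKM (SD, n = 2 each), a log2 fold change of -3.74 (standard error 0.51, adjusted p = 0.0035). In *peg2* it fell by 2.94 (standard error 0.51, adjusted p = 0.09), and with a pseudocount of 1, or with genes of a mean RPKM of at least 1, that adjusted p was under 0.05. The polygalacturonase gene AT1G02790 had 11.4 and 6.61 RPKM in the 2 triploid libraries and fell by 3.69 in *suvh7-1* (adjusted p = 0.015) and by 3.08 in *peg2* (adjusted p = 0.2). The largest decrease in *peg2* was that of AT5G07430, -3.08 (adjusted p = 0.21, under 0.05 with a pseudocount of 1), and in *adm-2* that of AT3G07850, -1.63 (adjusted p = 0.23). AT3G07850 had 4.77 RPKM in replicate 1 of triploid seeds and 0.851 in replicate 2. The largest increases were 0.13 for AT4G32370 in *adm-2* (adjusted p = 0.45), 0.86 for AT3G24130 in *suvh7-1* (adjusted p = 0.22) and 0.87 for AT2G19150 in *peg2* (adjusted p = 0.47). The decrease in *peg2* differed between genes that were uneven in the triploid libraries and genes that were not. For the 11 genes higher by more than 1 in replicate 1 of triploid seeds the median was -2.60 in *peg2*, and for the other 22 it was -0.39. In *suvh7-1* the medians of the same groups were -2.67 and -2.14, and in *adm-2* they were -1.00 and -0.80. Directly compared by limma at an adjusted p under 0.05, 10 of the 33 genes were higher and 0 lower in *peg2* than in *suvh7-1*, with 11 higher and 1 lower at an unadjusted p under 0.05. Compared with *adm-2* at an adjusted p under 0.05, 7 were higher and 4 lower in *peg2*, with a median difference of -0.61. In *suvh7-1* 0 were higher and 11 lower than in *adm-2*, with a median difference of -1.28.

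**Figure D4:**
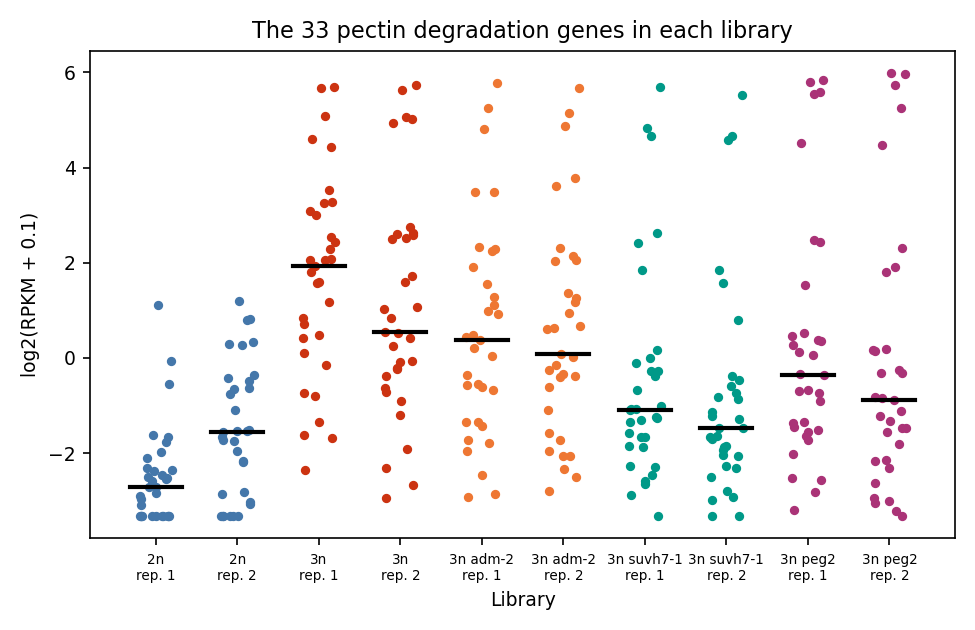
Expression of the 33 pectin degradation genes as log2(RPKM + 0.1) in each of the 10 libraries of diploid (2n), triploid (3n) and triploid mutant seeds, with 1 point per gene and the median of each library as a bar. The median bar lies higher in replicate 1 than in replicate 2 of triploid seeds, and the median difference per gene was 0.60.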

In concordance with restored endosperm cellularization in triploid *peg* mutants, expression of 27 out of 33 pectin degradation genes that were upregulated in triploid seeds was normalized in at least one of the *peg* mutants (Figure 4D). Pectins are polymerized and methylesterified in the golgi and secreted into the cell wall as highly methylesterified forms. Subsequently, they can be modified by pectinases such as pectin methylesterases that catalyse the demethylesterification of homogalacturonans releasing acidic pectins, which can be visualized by ruthenium red binding (Downie et al., 1998; Micheli, 2001). Before endosperm cellularization, the ruthenium red signal was similar between diploid and triploid seeds (Figure 4E; Figure 4—figure supplement 1), suggesting that there were no major differences in pectin synthesis and degradation between diploid and triploid seeds. At 6 DAP the wild-type endosperm was largely cellularized and only a weak ruthenium red signal could be detected (Figure 4E; Figure 4—figure supplement 1), in agreement with pectin being deposited in the cell wall in a highly methylesterified form that is less intensively stained by ruthenium red (Micheli, 2001). Consistent with the expression of genes encoding for pectin degrading enzymes in 6 DAP triploid seeds (Figure 4D), the ruthenium red signal in the uncellularized endosperm at 6 DAP seeds was substantially weaker compared to the signal in 4DAP seeds (Figure 4E; Figure 4—figure supplement 1).

**Figure 4.**
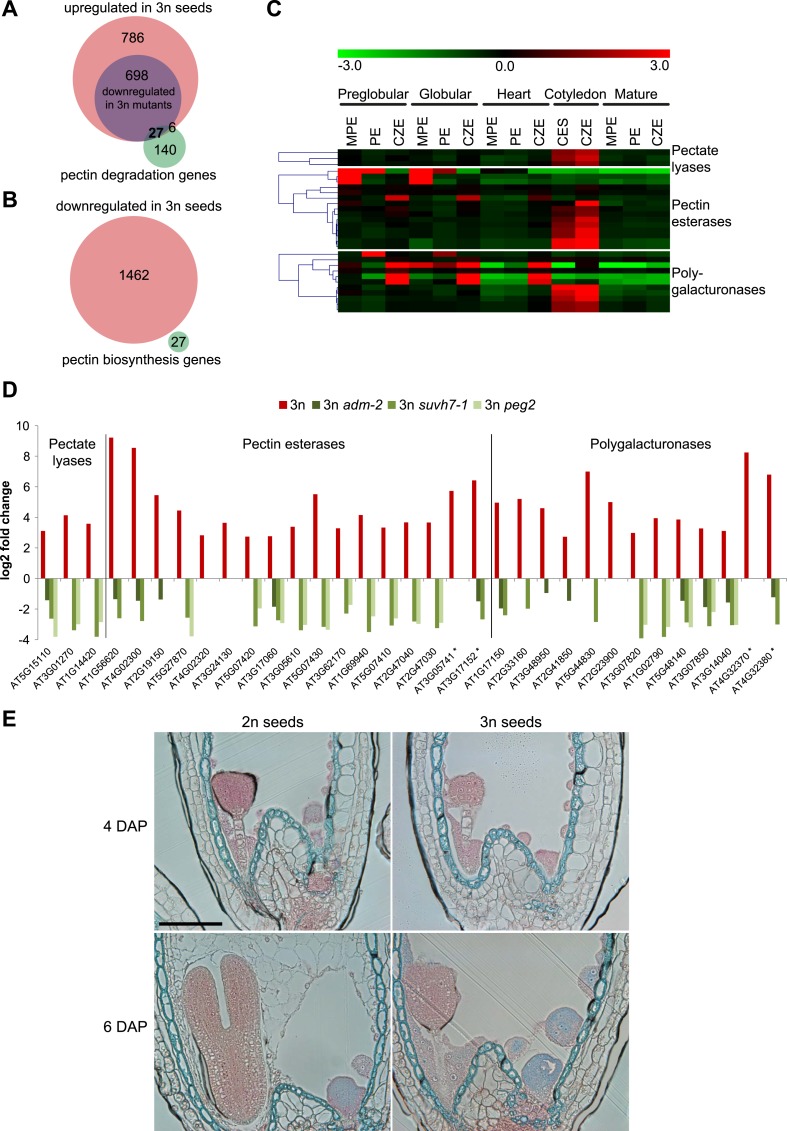
Analysis of pectin biosynthesis and degradation genes in diploid and triploid seeds. (**A**) Venn diagram showing overlap of pectin degradation genes and genes being upregulated in seeds derived from wild type x *osd1* crosses (signal log ratio [SLR] > 1, p < 0.05) and genes being downregulated in either wild type x *adm-2 osd1* (SLR < −1, p < 0.05), wild type x *suvh7-1 osd1* (SLR < −1, p < 0.05), or wild type x *peg2 osd1* (SLR < −1, p < 0.05). Hypergeometric testing was used to test for significance of overlap, p = 4.048 e−10. (**B**) Venn diagram showing overlap of pectin biosynthesis genes and genes being down-regulated in seeds derived from wild type x *osd1* crosses (SLR <1, p < 0.05). (**C**) Cluster analysis of pectin degradation genes that are upregulated in triploid wild-type seeds, based on their expression in endosperm during different stages of diploid seed development (Belmonte et al., 2013). Each row represents a gene, and each column represents a tissue type. Tissue types are: micropylar (MPE), peripheral (PE), chalazal (CZE) and cellularized endosperm (CES) derived from seeds containing embryos of the preglobular stage to the mature stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively. (**D**) Log2 fold change expression of pectin degradation genes in triploid wild-type seeds (compared to diploid wild-type seeds) and triploid *adm-2*, *suvh7-1* and *peg2* mutants (compared to triploid wild-type seeds). Genes marked by an asterisk are not included in the seed transcriptome dataset (Belmonte et al., 2013) and are therefore not included in panel (**C**). (**E**) Ruthenium red staining of sections of seeds derived from crosses of Col plants pollinated with Col and *osd1* at 4 DAP and 6 DAP. Red color marks the presence of demethylesterified pectin, blue color is derived from the counterstain with toluidine blue. A minimum of 100 seeds was analyzed for each cross. Scale bar, 0.1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.10074.016

**Figure 4—figure supplement 1.**
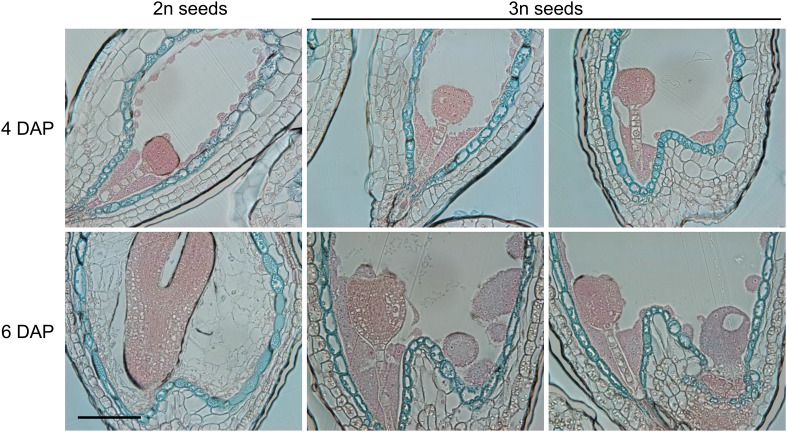
Additional ruthenium red staining of seeds. Ruthenium red staining of sections of additional seeds derived from crosses of Col plants pollinated with Col and *osd1* at 4 DAP and 6 DAP. A minimum of 100 seeds was analyzed for each cross. Scale bar, 0.1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.10074.017

Together, our data reveal that a subset of *PEGs* has a functional role in establishing interploidy hybridization barriers and that bypass of the barriers occurs by mechanisms converging on endosperm cellularization likely by suppression of pectin degradation. Thus, a subset of *PEGs* maintains a functional role in *Arabidopsis*, which is only revealed upon deregulation in triploid seeds.

## Material and methods

### Plant material and growth conditions

*A. thaliana* mutants *adm-2* (Kradolfer et al., 2013), *pkr2-1* (Aichinger et al., 2009) and *yuc10* (Cheng et al., 2007) have been described previously. *peg1* (SAIL_659_B07), *peg2* (SALK_143382), *peg3* (SALK_000257), *peg4* (GABI_022C09), *peg5* (SALK_142234), *peg6* (WiscDsLox428C06), *peg7* (SALK_103601), *peg8* (SALK_022399), *peg9-1* (SALK_102165), *peg9-2* (SALK_047888), *fxg1* (SAIL_888B03), *hdg10* (SALK_116071), *suvh7-1* (GABI_037C06), *suvh7-2* (SALK_112939), *suvh7-3* (WiscDSLox297300_14H) and *vim5* (SALK_033892) T-DNA insertion mutants were received from the *Arabidopsis* stock center (arabidopsis.info) and mutant plants were identified using primers listed in Supplementary file 1. The *osd1* mutant (d'Erfurth et al., 2009) was kindly provided by Raphael Mercier. Being originally identified in the Nossen background, the mutant was introgressed into Col by repeated backcrossing over five generations. Plants were grown in a growth cabinet under long day photoperiods (16 hr light and 8 hr dark) at 22°C. After 10 days, seedlings were transferred to soil and plants were grown in a growth chamber at 60% humidity and daily cycles of 16 hr light at 22°C and 8 hr darkness at 18°C. For all crosses, designated female plants were emasculated and the pistils were hand-pollinated 2 days after emasculation.

### RNA sequencing and expression analysis

For RNA sequencing, seeds from 20 siliques of L*er x* Col*,* L*er x osd1,* L*er x adm-2 osd1,* L*er x suvh7-1 osd1,* and L*er x peg2 osd1* were harvested at 6 DAP into RNA later (Sigma–Aldrich, St Louis, Missouri) in duplicates and homogenized (Silamat S5; IvoclarVivadent, Germany) using glass beads (1.25–1.55 mm; Carl Roth, Germany). RNA was extracted following a modified protocol for the RNAqueous kit (Ambion, Life Technologies, Carlsbad, California). RNA was purified by Qiagen RNeasy Plant Mini Kit (Qiagen, Germany) after residual DNA removed by 2 μL DNaseI (Thermo-Scientific, Waltham, Massachusetts). Libraries were prepared using the Truseq RNA Sample Preparation Kit (Illumina, San Diego, California) and sequenced at the SciLife Laboratory (Uppsala, Sweden) on an Illumina HiSeq2000 on two lanes in 100-bp paired-end mode. Sequencing reads have been deposited as fastq files in the Gene Expression Omnibus (Santos-González, 2015). For qPCR expression analysis three siliques of each cross were harvested, flash-frozen in liquid nitrogen and samples were disrupted using glass beads (1.25–1.55 mm; Carl Roth) and a Silamat S5 machine (IvoclarVivadent). RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer's instructions and residual DNA was removed using the RNase-free DNase set (Qiagen). cDNA was synthesized using the first-strand cDNA synthesis kit (Thermo-Scientific) according to the manufacturer's instructions. Quantitative real-time PCR was performed using an iQ5 Real-Time PCR detection system (Bio-Rad, Hercules, California) in triplicates using Maxima SYBR green master mix (Thermo-Scientific). Results were analyzed as described by Simon (2003) using *ACTIN11* as a reference gene and qPCR primers are listed in Supplementary file 1.

### High-throughput RNA sequence analysis

Gene expression data were quality trimmed and mapped to the *Arabidopsis* TAIR10 reference genome using TopHat v2.0.10 (Trapnell et al., 2009). A maximum of 1 alignment to the reference was allowed for any given read, and the minimum anchor length was 10 bases. Differentially regulated genes across the two replicates were detected using the rank product method (Breitling et al., 2004) as implemented in the Bioconductor RankProd Package (Hong et al., 2011). The test was run with 100 permutations and gene selection was corrected for multiple comparison errors using a pfp (percentage of false prediction) < 0.05. Gene ontology (GO) categories were identified using AtCOECiS (Vandepoele et al., 2009).

### Imprinting analysis

To determine the imprinting status of selected genes, RNA was extracted from crosses Col x Col, L*er* x L*er*, L*er* x Col and L*er* x *osd1* at 4 DAP. Primers used for allele specific expression analysis are specified in Supplementary file 1 and PCR products were analyzed by DNA sequencing.

### Microscopy

Seeds were fixed and embedded with Technovit 7100 (Heraeus, Germany) as described (Hehenberger et al., 2012). Five-micrometer sections were prepared with an HM 355 S microtome (Microm, Germany) using glass knives. Sections were stained for 1 min with 0.1% toluidine blue and washed three times with distilled water. For pectin analysis, sections were stained for 45 min with 0.025% ruthenium red, counterstained for 1 min with 0.1% toluidine blue and washed three times with distilled water. At least ten seeds were analyzed per genotype and timepoint. Microscopy was performed using a DMI 4000B microscope with DIC optics (Leica, Germany). Images were captured using a DFC360 FX camera (Leica) and processed using Photoshop CS5 (Adobe, San Jose, California).

### Seed size analysis

Siliques were harvested when they turned brown and prior dehiscence. Mature seeds were separated from the siliques, spread on a document scanner with backlight unit (Scanmaker i800; Mikrotek, Taiwan) and analyzed as previously described (Herridge et al., 2011). Measurements were normalized by dividing by the average seed area and plotted on histograms. To determine statistical differences between sample and control crosses, Bonferroni corrected F-Tests were performed at a level of α = 0.01.

### Germination and transmission analysis

Seeds were surface sterilized in a container using chlorine gas (10 ml hydrochloric acid plus 50 ml sodium hypochlorite) and incubated for up to 3 hr. To determine germination frequency, seeds were plated on ½ MS media containing 1% sucrose, stratified at 4°C for 2 days in the dark and grown in a growth cabinet under long day photoperiods (16 hr light and 8 hr dark) at 22°C for 10 days. For transmission analysis, seedlings were harvested after 12 days and genotyped using primers specified in Supplementary file 1.

### Generation of plasmids and transgenic lines

For the generation of a Col *PEG2::PEG2* construct, *At1g49290* including 1.5 kb of upstream secuence was amplified by PCR using primers specified in Supplementary file 1. The product was cloned into pENTR/D-TOPO (Invitrogen, Carlsbad, California), followed by clonase reaction with the pB7FWG2 vector (Karimi et al., 2002), from which the 35S promoter was removed. The Col *PEG2::PEG2* construct was introduced into the *peg2*/− *osd1*/+ double mutant using *Agrobacterium tumefaciens*-mediated transformation (Clough and Bent, 1998) and transformants were selected on ½ MS media containing 30 mg/L phosphinotricin. Independent T2 lines were selected for single locus insertions and eight independent *PEG2::PEG2* lines (in *peg2*/− *osd1*/− background) were used for pollinations onto Col wild-type plants.

How the deposited data were processed for this re-analysis (not part of the article)

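Seeds of *Arabidopsis thaliana* were harvested at 6 DAP from 20 siliques per library, and 10 RNA sequencing libraries in 5 groups of 2 were compared. The groups were diploid seeds (2n, L*er* pollinated with Col), triploid seeds (3n, L*er* pollinated with *osd1*) and triploid seeds from *adm-2 osd1*, *suvh7-1 osd1* and *peg2 osd1* pollen. The authors trimmed and mapped the reads to TAIR10 with TopHat, keeping at most 1 alignment per read, and deposited RPKM values, reads per kilobase of gene scaled to the size of each library, for 33602 genes in 1 table. The tool behind these values is not stated in the paper. Of the genes, 32835 were matched by locus identifier to the TAIR10.1 annotation, which gave coordinates, products and symbols. The 279 genes of the mitochondrial and chloroplast genomes are all listed at 0.

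Summed over genes, RPKM came to between 700509 and 743974 per library, and 24106 to 25085 genes were above 0. Read counts and total depth are not part of the table. Low values of a gene step by the value of a single read, and from these steps the depth relative to the other libraries was estimated at 0.886 to 1.17. Ribosomal RNA from 3 genes made up 11.0% to 20.6% of the sums. Replicates had Pearson's r of 0.990 to 0.996 across 18383 genes with a mean RPKM of at least 1. With 2 libraries per group, the spread of a single gene rests on 1 degree of freedom per group, and the SD at each mean describes 2 seed pools only.

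Values were analysed as log2(RPKM + 0.1) with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A fold change is the difference of the 2 group means on that scale. Genes were called by the rank product method, 2-class and unpaired, with 100 permutations of the values within each library, a pfp under 0.05 and a log2 fold change past 1, among the 28055 genes above 0 in at least 1 library. The R package used by the authors was not used here. The method was written anew and tested on simulated data, with 200 and with 1777 changed genes added to the table. Of the 200 it recovered 193 with 3 false calls, and of the 1777 it recovered 492 with 0 false calls. On the same simulated data limma recovered 192 with 1 false call and 1770 with 21.

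Single genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), fitted to all 5 groups and the 26601 genes above 0 in at least 2 libraries, with Benjamini-Hochberg adjustment per contrast. Adjusted p values and standard errors of single genes come from this fit, as do the direct comparisons between mutants. Replicates carry the numbers 1 and 2 in their labels but come from different seed pools. The pairing was therefore checked through the correlation of same-numbered deviations across genes, and a replicate block was tried as an alternative.

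Named genes were chosen by a rule fixed in advance: *OSD1*, *ADM*, *SUVH7* and *PEG2*, the 16 *PEGs* of Figure 2—figure supplement 1, and from the lists of Figures 3B and 4D the 3 genes with the most negative and the 2 with the most positive fold change in each comparison. To these were added, per comparison, the 3 called genes with a mean RPKM of at least 1 and the largest fold change in each direction, and every gene for which the paper gives a value. Genes named outside the rule are marked where they appear.

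The lists were those drawn in Figures 3B and 4D. Another list of genes was also tested and is not reported here, and p values adjusted over list medians count its tests. The median of a list was compared with 10000 random lists of the same size, each gene replaced by one of the 40 genes nearest to it in mean RPKM, with a two-sided permutation p. For the *PEGs* and the pectin degradation genes in the mutants, random lists were drawn from the 2534 genes up in triploid seeds by limma, since the rank product calls, 151 genes, are too few to match 28 genes on expression. All other random lists were drawn from the 28055 genes above 0, and the pollen markers were compared with both. Overlaps were tested with the exact hypergeometric test, and products with Fisher's exact test. Correlations and tests across genes treat genes as independent, which they are not. The 10 seed storage genes and 31 pollen markers were listed from the annotation and general knowledge of their expression before they were tested, and matches between the genome and the mitochondrial sequence were found with blastn 2.17.0 at 95% identity or more.

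The alternatives tried were pseudocounts of 1 and 0.01, genes with a mean RPKM of at least 1, rescaling by median-of-ratios size factors, limma in place of the rank product, a replicate block in both methods, a pfp under 0.01, and leaving out each library in turn. Counts of called genes were not recomputed with a library left out, since 1 library would remain in a group. Where a library was left out of a fold change, no p value was computed. After seeing the data, 2 further nulls of the rank product and a crossed replicate block were added.

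Gene ontology terms, the endosperm expression atlas of Figure 4C, the complete set of pectin degradation genes behind Figure 4A and the cited list of pectin biosynthesis genes were not analysed here. All 10 libraries were used.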

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

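The tests of library scaling on the differences between mutants, of the uncalled genes of chromosome 2 and of the genes within the chromosome 2 segment were set before their results were seen, and all other tests of this part were chosen only after the result was seen.

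The 3 triploid mutants differ from each other, which the paper does not test directly. By limma, 3316 of 26601 genes differ between triploid *suvh7-1* and *adm-2* seeds at an adjusted p under 0.05, with 99 higher and 933 lower in *suvh7-1* past a log2 difference of 1. Between *peg2* and *adm-2* 5064 genes differ, with 333 higher and 1111 lower in *peg2*, and between *peg2* and *suvh7-1* 2418, with 526 higher and 617 lower. Rescaling by size factors left 3525, 5332 and 2808 genes, of which 2332, 3565 and 2296 are the same genes as before. Library scaling therefore accounts for some of the differences involving *adm-2*, and the counts past 1 between *suvh7-1* and *adm-2* became 158 higher and 691 lower. With a pseudocount of 1 the counts were 3576, 5384 and 2403, and with a pseudocount of 0.01 they were 2925, 4752 and 2225. Same-numbered deviations of *suvh7-1* and *peg2* libraries correlated across genes with r = 0.24, and with a replicate block the 3 counts were 2735, 4249 and 1996. Among the triploid groups, each mutated gene had its lowest mean in its own mutant, which speaks against exchanged labels. A difference between the mutants in their effect is a hypothesis that may account for the remainder, and it cannot be told apart from differences between the seed pools or in the genetic background of the pollen donors.

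Seed storage genes give a signal at genes the paper does not discuss. The median of 10 storage genes had a log2 fold change of -2.50 in triploid seeds and, against triploid seeds, of 3.62 in *adm-2*, 3.93 in *suvh7-1* and 0.20 in *peg2*. Between *peg2* and *suvh7-1* the median difference was -3.54, with 8 of the 10 genes lower at an adjusted p under 0.05, and between *peg2* and *adm-2* it was -3.36, with 9 lower. All 10 were lower in *peg2* in both comparisons. After rescaling by size factors the median in *suvh7-1* was 3.96, so library scaling does not account for it. The storage genes take up too little of the sums to shift other genes: without them the median of all other genes in *suvh7-1* moved by 0.000406. A later stage of seed development at harvest in *adm-2* and *suvh7-1* than in *peg2* is a candidate explanation, and so are seed pools of different age. The libraries were harvested at a single time point and neither was tested.

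Pollen markers also give a signal outside the genes the paper discusses. The median log2 fold change of 31 pollen markers outside the pectin degradation genes was 1.33 in triploid seeds, above all 10000 random lists matched on mean RPKM among all 28055 genes (p = 0.0002, the smallest possible in this permutation test). It was -0.39 in *adm-2*, -1.47 in *suvh7-1* and -1.45 in *peg2* against triploid seeds, below all such lists in each mutant. Genes up in triploid seeds fall in the mutants in general, and against random lists drawn from the 2534 genes up by limma the fall stood out in *suvh7-1* (permutation p = 0.002) and in *peg2* (p = 0.0002, the smallest possible) but not in *adm-2*, where these lists had a median of -0.36 (p = 0.83). The markers differed within groups as well: replicate 1 minus replicate 2 of triploid seeds was 0.63 and replicate 2 minus replicate 1 of diploid seeds was 0.44, the same directions as at the 33 pectin degradation genes of Figure 4D. Only 8 of the 31 markers had a mean RPKM of at least 1. The rise was not shared by all markers: 6 of the 31 were lower in triploid than in diploid seeds. Limma called 16 of them up and 2 down in triploid seeds. RNA from pollen or pollen tubes carried along with the seeds is thus a possible explanation for part of the change of the pectin degradation genes in triploid, *suvh7-1* and *peg2* seeds. Library scaling does not account for their rise, since their median was 2.89 after rescaling. The summed RPKM of the 33 genes in the 2 triploid libraries, 282 and 258, differ by 6.24 times the counting error, but this sum rests on the highest genes and does not test the gap per gene. With the reads of each gene, estimated from single-read steps, split by chance between the 2 libraries, 0 of 10000 splits gave a median difference as large as the 0.60 seen, and the highest was 0.14. Counting noise alone therefore does not account for the gap, and differences between seed pools were not part of this test. Activity of pollen-expressed genes in the endosperm would give the same values, so a response of the seeds cannot be told apart from carried-over pollen.

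The same imbalance touches the genes behind the paper's comparison of *peg2*. Of the 224 genes on the paper's lists as up in triploid and down in *peg2* seeds, 167 (74.6%) were higher in replicate 1 than in replicate 2 of triploid seeds, against 30.9% of the other 1293 genes listed as up (exact Fisher p = 1.2e-34). A gene high in 1 triploid library is more easily called in both comparisons, so this test could not separate the *peg2* effect from the imbalance of the 2 triploid libraries.

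Of the 55 genes called by limma between triploid *peg2* and triploid seeds, 25 (45.5%) lie on chromosome 2, which holds 16.2% of the genes tested and is not discussed in the paper. None (0) of 10000 random sets of 55 genes held as many, the highest being 22 (permutation p = 0.0001, the smallest possible). The share on chromosome 2 was 16.7% of the limma calls in triploid, 20.4% in *adm-2* and 19.5% in *suvh7-1* seeds. Of the paper's own *peg2* calls, 255 of 1217 lie on it. AT2G09800, AT2G09795, AT2G10410 and AT2G11240, named after their values were seen, had a mean near 0 RPKM in *peg2* alone and lie between 3667253 and 4483748. AT2G01090, also named after its values were seen, lies outside this interval, from 79779. Its mean was 0.096 RPKM in *peg2*, against 1.11 in *adm-2*, 1.15 in triploid, 2.19 in *suvh7-1* and 2.99 in diploid seeds. The 25 genes as a whole span 79779 to 18859278, and 14 of them were called in the same direction in *suvh7-1* and 7 in *adm-2*, so a segment particular to *peg2* would leave most of them unexplained. A chromosome segment of another origin in the *peg2 osd1* pollen donor is a candidate explanation for the others, since the paper states that *osd1* came from another accession. At the genes of chromosome 2 that were not called, the mean percentile rank of the absolute log2 fold change was 51.8, against 49.8 on other chromosomes, and 431 of 10000 shifts along the genome gave as high a mean (permutation p = 0.043). This difference is small, the sequence of the donors was not used here, and a background segment cannot be told apart from an effect of *peg2* on these genes. Shifted sets of genes overlap each other and chromosome 2 itself, so the permutation p of 0.043 rests on few independent positions.

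Between 3.2 and 3.6 Mb of chromosome 2, which the paper does not discuss, 39 of 43 genes were higher in *adm-2* than in triploid seeds. Their median log2 fold change was 0.74, against 0.11 for the other 2803 genes of the chromosome and above all 10000 matched random lists (p = 0.0002, the smallest possible in this permutation test). It was -0.02 in *suvh7-1* and -0.13 in *peg2*. This region holds a copy of mitochondrial DNA, and 41 of the 43 genes match the mitochondrial sequence over at least 50% of their length. After rescaling the median was 0.63, so library scaling does not account for it. Reads from the mitochondrial genome counted at the nuclear copy may explain it, and the listing of all organelle genes at 0 leaves them no other place in the table. Within the segment, matching genes had a median of 0.77 and the 2 other genes one of 0.18, a difference of 0.59 (permutation p = 0.15), which with 2 genes could not decide. More mitochondrial RNA in *adm-2* seeds and a handling difference between seed pools would give the same values and cannot be told apart.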

How the results depend on the processing

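All alternatives in this part were set before the data were examined, except 2 other nulls of the rank product and a crossed replicate block, which were chosen after seeing the data, and no test in this part was chosen after its result was seen. Counts below are genes up and down in triploid seeds and then up and down, against triploid seeds, in *adm-2*, *suvh7-1* and *peg2*. A count is called unchanged when it lies within 1.5 times the count by rank product at a pseudocount of 0.1. For the changes below the cause was not tested, apart from the limit of the rank product and the shared triploid libraries, which were tested under the other observations.

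Rescaling by size factors left all counts unchanged, as did a rank product with replicate block, which gave 137 and 124, 87 and 19, 100 and 80, and 12 and 72. As the rank product uses only the order of genes within each library comparison, rescaling hardly alters it. The unchanged counts after rescaling therefore do not test an effect of library scaling. Rescaling moved the log2 fold change of *FXG1* in triploid seeds to the other side of 0, at 0.0016. The *PEG* medians kept their direction and their side of the threshold at the unadjusted permutation p with rescaling, both other pseudocounts and genes of a mean RPKM of at least 1. Adjusted over 6 list medians, the p of *suvh7-1*, 0.092, passed 0.05 with a pseudocount of 1 (0.026) and with genes of a mean RPKM of at least 1 (0.048) but not with rescaling (0.066) or a pseudocount of 0.01 (0.13), while the p of *adm-2* and *peg2* stayed on their side in all 4.

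With a pseudocount of 1, down counts were 60 in *adm-2*, 140 in *suvh7-1* and 47 in *peg2*, and the up counts were unchanged. Genes up in triploid seeds and down in all 3 mutants went to 0 (9 at an unadjusted p under 0.05). With a pseudocount of 0.01 the counts were 40 and 8 in *adm-2*, 42 and 33 in *suvh7-1*, and 8 and 18 in *peg2*. The genes up in triploid seeds and down in all mutants were 0 (205 at an unadjusted p under 0.05), those down in triploid seeds and up in all mutants 2, the *PEGs* called among the 16 were 3, and 5 pectin degradation genes were up and 0 were down in at least 1 mutant (29 at an unadjusted p under 0.05).

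With genes of a mean RPKM of at least 1, the down counts were 94 in triploid seeds, 44 in *adm-2* and 40 in *peg2*, and 4 genes were down in triploid seeds and up in all mutants.

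With a pfp under 0.01 the counts were 22 and 40, 10 and 7, 13 and 14, and 3 and 13. Genes up in triploid seeds and down in all mutants numbered 0 (79 at an unadjusted p under 0.05), pectin degradation genes up 0 (31 at an unadjusted p under 0.05) and down in at least 1 mutant 3.

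By limma the counts were 2534 and 2644, 709 and 192, 571 and 750, and in *peg2* 37 down, with the up count unchanged. The overlaps of all 3 mutants held 11 genes up and 3 genes down in triploid seeds, 14 *PEGs* were called among the 16, and 31 pectin degradation genes were up. By limma with replicate block they were 2535 and 2635, 651 and 152, 537 and 687, and 21 down in *peg2*, with 7 and 3 genes in the overlaps, 14 *PEGs* and 31 pectin degradation genes up.

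A null of the rank product that draws each library's ranks independently, chosen after seeing the data, gave 1337 and 1337, 894 and 441, 726 and 926, and 200 and 447, with overlaps of 49 and 23, 14 *PEGs*, and 27 pectin degradation genes up and 27 down. With this null, all listed genes and a pseudocount of 0.01, also chosen after seeing the data, the counts were 1431 and 1271, 748 and 675, 882 and 1003, and 453 and 653, with overlaps of 62 and 50, 11 *PEGs*, and 27 pectin degradation genes up and 27 down. On simulated data with 200 changed genes the independent null made 179 false calls, and with 1777 changed genes it recovered all 1777 with 96 false calls.

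The share of genes down in *peg2* that are also down in another mutant rests on 1 gene by rank product. It has no value with either other pseudocount or with a pfp under 0.01, where no gene is left.

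With replicate block pairs in place of group means, pair 1 gave a *PEG* median of -0.24 in *adm-2*, and pair 2 gave medians of -0.58 in *adm-2* and -0.38 in *peg2*. Across the fits that each left out 1 library, the *PEG* median ranged from -0.53 to -0.31 in *adm-2*, from -0.97 to -0.77 in *suvh7-1* and from -0.33 to -0.15 in *peg2*.

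Across genes, r between the change from diploid to triploid seeds and the change from triploid to *peg2* seeds turned from -0.04 to 0.12 when replicate 2 of triploid seeds was used in the first change and replicate 1 in the second, and with the libraries exchanged it was -0.12.

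Of 58 values of 38 named genes, 55 kept their direction and side of the threshold with a pseudocount of 0.01 (3 weaker) and 53 with a pseudocount of 1 (3 stronger, 2 weaker). With a replicate block 57 did (AT4G02320 in triploid seeds weaker, with an adjusted p of 0.051 in a range of 0.026 to 0.075), and with rescaling 57 (*FXG1* reversed). Of the values left at a mean RPKM of at least 1, 45 did (1 stronger). With 1 library left out, 230 values had the same sign and 2 changed sign.

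Depth limits the lists: 15 of the 33 pectin degradation genes and 25 of the 28 *PEGs* have a mean RPKM of at least 1, and below it fold changes depend on the pseudocount.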

Differences from the paper's values

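No test in this part was chosen after its result was seen, and alternatives added later are named as such.

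The paper's lists hold 1517 genes up and 1462 down in triploid seeds, against 151 and 142 here. None of the alternatives set before the data were examined closed this gap, including limma, with 2534 and 2644. A rank product null drawn independently per library, chosen after seeing the values, gave 1337 and 1337, and the same null with all listed genes and a pseudocount of 0.01, also chosen after seeing the values, gave 1431 and 1271.

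For triploid *adm-2* seeds the paper lists 893 genes up and 767 down, against 87 and 18 here. Of the alternatives set before the data were examined, limma with 709 and limma with replicate block with 651 came within 1.5 times the paper's count up, the others did not, and none did for the count down. Chosen after seeing the values, the independent null gave 894 up but 441 down, and with all listed genes and a pseudocount of 0.01 it gave 748 and 675.

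For triploid *suvh7-1* seeds the paper lists 900 genes up and 1049 down, against 111 and 89 here. Limma closed the gap for the count down, with 750, while limma with replicate block and the other alternatives set before the data were examined did not, and none closed that of the count up. The independent null, chosen after seeing the values, gave 726 and 926, and with all listed genes and a pseudocount of 0.01, also chosen after seeing the values, 882 and 1003.

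For triploid *peg2* seeds the paper lists 510 genes up and 711 down, against 13 and 72 here. None of the alternatives set before the data were examined closed the gap. Of those chosen after seeing the values, the independent null with all listed genes and a pseudocount of 0.01 did, with 453 and 653, while the independent null alone, with 200 and 447, and the crossed replicate block did not.

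The paper's lists share 70 genes up in triploid seeds and down in all 3 mutants and 62 genes the other way, against 1 and 1 here. None of the alternatives set before the data were examined closed either gap. The independent null, chosen after seeing the values, closed the first with 49 but not the second with 23, and with all listed genes and a pseudocount of 0.01, also chosen after seeing the values, it closed both with 62 and 50.

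The paper counts 33 pectin degradation genes up in triploid seeds and 27 of them normalized in at least 1 mutant, against 3 and 14 called here. Limma gave 31 and 19, which closed both gaps, and limma with replicate block, with 31, closed the first alone. The other alternatives set before the data were examined closed neither. Both settings with the independent null, chosen after seeing the values, gave 27 and 27.

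Of the genes up in triploid and down in *peg2* seeds on the paper's lists, the paper's share also down in *adm-2* is 36.6%, against 100% here, where it rests on 1 gene. Limma closed the gap with 47.8%, and limma with replicate block, the filter on mean RPKM, rescaling and the rank product with replicate block did not. The independent null gave 35.2%, and with all listed genes and a pseudocount of 0.01 it gave 34.9%, both chosen after seeing the values.

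The log2 fold changes in triploid seeds that the paper shows in Figure 2—figure supplement 1, all read by eye, differed for 14 of the 16 *PEGs*. With a pseudocount of 0.01 in place of 0.1, 10 came within the larger error. *PEG1* was 3.96 here against the paper's about 4.4 in Figure 2—figure supplement 1, and 4.34 with that pseudocount. *PEG3* was 5.27 against the paper's about 6.9 in Figure 2—figure supplement 1, and then 6.95. *PEG4* is listed at 0 RPKM in both diploid libraries, so that its value is set by the pseudocount: it was 3.00 against the paper's about 5.8 in Figure 2—figure supplement 1, and then 6.11. *PEG5* was 2.98 against the paper's about 3.1 in Figure 2—figure supplement 1, then 3.09, and 3.05 with rescaling. *PEG6* was 4.31 against the paper's about 4.8 in Figure 2—figure supplement 1, and then 4.77. *PEG7* was 5.87 against the paper's about 7.4 in Figure 2—figure supplement 1, and then 7.51. *PEG8* was 3.40 against the paper's about 5.4 in Figure 2—figure supplement 1, and then 5.76. *PEG9* was 2.33 against the paper's about 2.9 in Figure 2—figure supplement 1, and then 2.89. *ADM* was 3.97 against the paper's about 4.9 in Figure 2—figure supplement 1, and then 4.96. *SUVH7* was 3.95 against the paper's about 4.8 in Figure 2—figure supplement 1, and then 4.73. For these 10 genes none of the other alternatives set before the data were examined closed the gap, apart from rescaling for *PEG5*.

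For 4 genes none of the alternatives set before the data were examined closed the gap. *PEG2* was 5.19 against the paper's about 7.6 in Figure 2—figure supplement 1, and *HDG10* 5.41 against the paper's about 7.9 in Figure 2—figure supplement 1. A pseudocount of 0.01 came closest for both, with 7.91 and 7.66, outside the larger error. *FXG1* was -0.063 against the paper's about 3.0 in Figure 2—figure supplement 1, and *VIM5* 0.51 against the paper's about -0.3 in Figure 2—figure supplement 1.

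The paper describes the chosen *PEGs* other than *VIM5* as strongly up in triploid seeds, while here *FXG1* did not change and *VIM5* rose by 0.51. The paper states that most genes down in triploid *peg2* seeds were also down in *adm-2* and *suvh7-1*, and by limma 11 of 23 such genes were down in *adm-2* and 22 in *suvh7-1*. The paper describes the decrease of *PEGs* in *adm-2* and *suvh7-1* as alike, and here 11 *PEGs* were lower in *suvh7-1* than in *adm-2* at an adjusted p under 0.05. The paper states that pectin biosynthesis genes were not reduced in triploid seeds, and by limma 5 of the 49 genes taken from the annotation were down and 3 up.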

Other observations

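The test of the shared triploid libraries was set before its result was seen, and the test of the limit of the rank product was chosen only after the result was seen.

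The rank product as computed here calls few genes, and its null may be the reason. When replicate 2 of each group was replaced by a copy of replicate 1, so that the replicates matched fully, it called 148 genes up in triploid seeds, 0.528% of the 28055 tested, and between 148 and 158 up and 159 and 165 down over all 4 comparisons. On simulated data with 1777 changed genes it recovered 27.7%. With 2 libraries against 2 and values permuted within libraries, few genes can thus be called whatever the size of the change. The setting of the authors was not tested.

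Across the 18383 genes with a mean RPKM of at least 1, the change from diploid to triploid seeds correlated with the change from triploid to mutant seeds at r = -0.55 for *adm-2*, -0.71 for *suvh7-1* and -0.04 for *peg2*. Both changes contain the same triploid libraries, which alone could give a negative r. When each change used another triploid library, the least negative r was -0.48 for *adm-2*, -0.65 for *suvh7-1* and 0.12 for *peg2*. The shared libraries therefore do not account for the reversal in *adm-2* and *suvh7-1*. Seed pools of different developmental stage were not tested as an explanation, so a reversal of the triploid transcriptome across genes remains a hypothesis that may hold for these 2 mutants. For *peg2* r was -0.12 with one assignment of the libraries and changed sign with the other, and the test could not decide.

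*FXG1* overlaps the convergent gene AT1G67820, one of the *PEGs* of Figure 3B, between 25431549 and 25431600 of chromosome 1. AT1G67820 had 13.1 RPKM in diploid seeds and a log2 fold change of 2.94 in triploid seeds, while *FXG1* was listed at 9.97 and 7.68 RPKM in diploid and 7.50 and 9.34 in triploid seeds.

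Some called genes rest on libraries that differ within a group. AT5G39100 had 0.179 and 66.6 RPKM in triploid, 62.7 and 4.4 in *adm-2* and 0.197 and 56.9 in *suvh7-1* seeds. AT1G62214 had 18.9 and 2.07 RPKM in diploid and 26.7 and 0.815 in *peg2* seeds.

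*OSD1*, mutated in all pollen donors of triploid seeds, had a mean of 1.64 RPKM in triploid, 3.15 in *adm-2*, 2.80 in *suvh7-1* and 1.27 in *peg2* seeds.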
